# Spatio-temporal regulation of Wnt and retinoic acid signaling by *tbx16/spadetail *during zebrafish mesoderm differentiation

**DOI:** 10.1186/1471-2164-11-492

**Published:** 2010-09-09

**Authors:** Rachel Lockridge Mueller, Cheng Huang, Robert K Ho

## Abstract

**Background:**

A complex network of signaling pathways and transcription factors regulates vertebrate mesoderm development. Zebrafish mutants provide a powerful tool for examining the roles of individual genes in such a network. *spadetail (spt) *is a mutant with a lesion in *tbx16*, a T-box transcription factor involved in mesoderm development; the mutant phenotype includes disrupted primitive red blood cell formation as well as disrupted somitogenesis. Despite much recent progress, the downstream targets of *tbx16 *remain incompletely understood. The current study was carried out to test whether any of the five major signaling pathways are regulated by *tbx16 *during two specific stages of mesoderm development: primitive red blood cell formation in the intermediate mesoderm and somite formation in the tail paraxial mesoderm. This test was performed using Gene Set Enrichment Analysis, which identifies coordinated changes in expression among *a priori *sets of genes associated with biological features or processes.

**Results:**

Our Gene Set Enrichment Analysis results identify Wnt and retinoic acid signaling as likely downstream targets of *tbx16 *in the developing zebrafish intermediate mesoderm, the site of primitive red blood cell formation. In addition, such results identify retinoic acid signaling as a downstream target of *tbx16 *in the developing zebrafish posterior somites. Finally, using candidate gene identification and *in situ *hybridization, we provide expression domain information for 25 additional genes downstream of *tbx16 *that are outside of both pathways; 23 were previously unknown downstream targets of *tbx16*, and seven had previously uncharacterized expression in zebrafish.

**Conclusions:**

Our results suggest that (1) *tbx16 *regulates Wnt signaling in the developing zebrafish intermediate mesoderm, the site of primitive red blood cell formation, and (2) *tbx16 *regulates retinoic acid signaling at two distinct embryonic locations and developmental stages, which may imply ongoing spatio-temporal regulation throughout mesoderm development.

## Background

Vertebrate mesoderm development is directed by a complex network of signaling pathways and transcription factors [1-6]. Most of the major signaling pathways -- TGF-β, FGF, Wnt, Delta-Notch, and retinoic acid -- have been identified, and many of their interactions have been elucidated. For example, Nodal, BMP, Wnt, and FGF pathways communicate in complex ways to specify both cell fate and cell movement during gastrulation [4]; Wnt, FGF, and Delta-Notch pathways interact with associated transcription factors to direct segmentation [7]; and BMP, Notch, and Wnt pathways interact with associated transcription factors to regulate blood and vessel formation [8]. However, despite much progress, the diverse ways in which these pathways interact to regulate cell fate and morphogenesis remain an area of intense research [1], and many more such interactions likely remain uncharacterized.

Analysis of mutants displaying specific mesodermal defects is a powerful tool with which to study the molecular basis of mesoderm specification and morphogenesis -- the more limited the scope of the mutant phenotype, the more focused the analysis of underlying molecular mechanisms that can be performed. *spadetail (spt) *is a zebrafish mutant with a lesion in *tbx16*, a T-box gene involved in mesoderm development [9,10]. T-box genes are a family of transcription factors, distinguished by a DNA binding domain (the "T-box"), that regulate numerous developmental processes; the gene family likely arose in the common ancestor of metazoans, and vertebrates possess approximately 20 members [11]. *spt *mutants lack trunk paraxial mesoderm because the appropriate mesodermal precursor cells mismigrate during gastrulation, localizing in the tailbud instead of converging dorsally to populate the trunk [12]. *spt *mutants have severely compromised primitive and definitive red blood cell formation [13,14] and irregular vasculature [15]; in some cases, they lack pectoral fins, an anus, and a pronephric kidney [14]. While trunk somites are absent, somewhat irregular tail somites do form in *spt *mutants [14], concomitant with intact segmentation clock gene expression machinery [16]. Other mesoderm-derived tissues develop largely normally. Thus, the zebrafish *spt *mutant is an excellent system in which to examine the molecular mechanisms underlying specific mesoderm-derived structures in an otherwise largely unaffected embryo.

*tbx16 *is embedded in the network of signaling pathways and transcription factors involved in mesoderm development, although not initial mesoderm induction [17,18]. *tbx16 *expression is maintained by FGF signaling from the mid-gastrula stage onward, and it also becomes dependent on the T-box transcription factor *no tail *(*ntl*) during somitogenesis. *tbx16*, in combination with *ntl *and its paralog *bra*, in turn regulates expression of the T-box transcription factor *tbx6 *in the trunk [9,19,20]. Additive, antagonistic, and combinatorial interactions among *ntl*, *tbx6*, and *tbx16 *direct cell fate specification in the developing mesoderm [21], and the specific downstream targets/pathways mediating such specification are incompletely understood and remain the focus of intense study [19].

The role of *tbx16 *in specifying embryonic (primitive) red blood cell fate has been examined in some detail [13,22,23]. *spt *mutants lack red blood cell-specific gene expression (e.g. *αe1globin*, *βe1globin*, *gata1 *and *jak2a*), indicating that red blood cell differentiation is not initiated [22]. In addition, expression of early hematopoietic genes associated with blood progenitor formation is absent, delayed, and/or downregulated in *spt *[22], indicating that *tbx16 *acts prior to hematopoietic stem cell specification. Significantly, transplant experiments indicate that a novel signaling interaction between paraxial and intermediate mesoderm necessary for specifying primitive red blood cell fate is missing in *spt *mutants [22]. Thus, *tbx16 *appears to play an additional, as-yet-uncharacterized role in the network of transcription factors and signaling pathways necessary to specify mesoderm fate. The current study was carried out to test whether any of the five major signaling pathways are regulated by *tbx16 *during two specific stages of mesoderm development: primitive red blood cell formation in the intermediate mesoderm and somite formation in the tail.

As in other model organisms, microarray data have been used in zebrafish to generate transcriptome profiles during embryonic development [24] as well as to explore the downstream effects of mutant alleles [23,25,26]. Gene Set Enrichment Analysis (GSEA), applied to microarray data, identifies coordinated changes in expression among *a priori *sets of genes associated with biological features or processes [27,28]. GSEA has been used to investigate zebrafish models of human cancers [29-31] and more general questions in developmental genomics [32]; however, this technique has not been widely used to examine the effects of specific mutations during zebrafish development. Here, we use GSEA to detect the *spt*-mediated disruption of groups of genes comprising different signaling pathways. We used both dissection and fluorescence activated cell sorting (FACS) to isolate different mesodermal tissues within the developing zebrafish embryo for genomic analysis. We present (1) GSEA analyses of two developing mesoderm tissues that test for up- or downregulation of the five major signaling pathways. Such analyses identify Wnt and retinoic acid signaling as likely downstream targets of *tbx16 *in one or both developing tissues, respectively; (2) microarray-based analyses of individual downstream target genes of *tbx16 *in both tissues; and (3) *in situ *hybridization-based exploration of our microarray results, which yielded expression domain data for 26 genes downstream of *tbx16*. Twenty-five such genes are outside of either disrupted signaling pathway, 23 were previously unknown downstream targets of *tbx16*, and seven had previously uncharacterized expression in zebrafish. More generally, our results support the utility of GSEA in zebrafish developmental genomics [32].

## Methods

### Fish Strains

Fish were cared for and handled with standard techniques [33]. Zebrafish harboring the recessive *b104 *mutant allele of the *spt/tbx16 *gene were crossed with a transgenic line carrying the *pax2a *(previously *pax2.1*) promoter fused to a GFP reporter gene [34]. Resulting offspring were used for all microarray and *in situ *hybridization analyses; *spt*^+/+ ^embryos ("wild-type," hereafter) were used as controls for comparison with *spt *^b104/b104 ^embryos ("*spt" *hereafter) in the microarray analyses, and both *spt^+/+ ^and spt*^b104/+ ^were used as "wild-type" controls for *in situ *hybridization analyses. *pax2a*-GFP positive fish were used for 4/5-somite microarray analyses; 21-somite microarray analyses and all *in situ *hybridization analyses used fish unsorted for *pax2a*-GFP. All experiments and animal husbandry were carried out in accordance with standards set by The University of Chicago's Animal Care and Use Committee (Protocol # 71112 to R. K. Ho).

### Tissue Dissection, Fluorescence-Activated Cell Sorting, and RNA extraction

RNA was extracted for microarray analysis at two developmental stages: 4/5 somites (approximately 11.5 hours post-fertilization, or hpf) and 21 somites (approximately 19.5 hpf). The 4/5-somite stage analysis targeted the intermediate mesoderm, the site of *tbx16-*dependent erythropoiesis. The 21-somite stage analysis targeted the paraxial mesoderm, where *tbx16 *is required for normal somitogenesis, but the tissue used for RNA extraction also included other tissue types (e.g. intermediate mesoderm, notochord, spinal cord). Each RNA extraction procedure was repeated three times from separate clutches of embryos. Embryos were staged following Kimmel et al. (1995) [35]. At the 4/5-somite stage, *pax2a*-GFP positive embryos were dissected in Hanks' solution; everything anterior to the first somite, as well as the majority of the yolk, was removed to eliminate fluorescence associated with structures other than the intermediate mesoderm. The remainder of the embryo was minced. Minced tissue from eight embryos was combined and dissociated in 1.2 mL of 0.15% Trypsin (Sigma) and 2.4 U/mL Dispase (Gibco) for one hour at room temperature with constant stirring. Cells were passed through a 40 μm cell strainer, pelleted, and resuspended in Hanks'. Cells were sorted using a DakoCytomation MoFlo-HTS cell sorter. Approximately 50 - 100 GFP-positive cells from each sample were collected into 100 μL Buffer XB (Arcturus). To the extent possible, the same numbers of wild-type and *spt *cells were used as starting material in each of the three replicates. Because fluorescent cell numbers were so low, a portion of the sorted cell population was not re-run through the instrument to quantify sort purity, as is routinely done; however, the instrument was calibrated prior to each run using beads to ensure that it was sorting at >99% purity. Dead and dying cells were excluded using the FS vs. SS morphology FACS profile. RNA was extracted using the PicoPure Isolation Kit (Arcturus) according to the manufacturer's protocol. Two rounds of RNA amplification were carried out using the RiboAmp HS RNA Amplification Kit (Arcturus) according to the manufacturer's instructions. At the 21-somite stage, embryos were dissected in Daniaeu's media; tissue including the somites and pre-somitic mesoderm posterior to the yolk-sac extension was collected from 150 wild-type and *spt *embryos for each replicate. The posterior-most tip of the tail in the wild-type embryos and the abnormal ball of cells at the tip of the tail in the *spt *embryos were removed. RNA was extracted using the PicoPure Isolation Kit (Arcturus) according to the manufacturer's protocol. RNA integrity for both amplified and unamplified samples was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

### Microarray Hybridization and Gene Set Enrichment Analyses

Biotinylated cRNA was prepared from ~1-2 μg total RNA (21-somite stage) or ~6 μg amplified RNA (4/5-somite stage) and hybridized to Affymetrix GeneChip^® ^Zebrafish Genome Arrays by The University of Chicago functional genomics core facility according to the manufacturer's protocol. Image acquisition and initial array quantification were performed using the Affymetrix Microarray Suite Version 5.0. Gene sets for signaling pathways and specific tissues were compiled from the following sources: KEGG (Kyoto Encyclopedia of Genes and Genomes) Pathway Database Section 3.2 (Environmental Information Processing > Signal Transduction) http://www.genome.jp/kegg/pathway.html; the Wnt Homepage (R. Nusse, http://www.stanford.edu/~rnusse/wntwindow.html; the gene ontology information in the Affymetrix zebrafish array annotation; the ZFIN anatomical ontology browser http://zfin.org; OMIM http://www.ncbi.nlm.nih.gov/omim/; and the literature. Only genes represented on the array were included in gene sets for GSEA. For signaling molecules that activate multiple pathways (e.g. non-canonical vs. canonical pathways activated by *wnt *ligands), the multiple pathways were combined into single gene sets for GSEA; gene sets constructed for separate pathways yielded gene sets too short for analysis. Gene sets ranged from 15 genes/splice variants (retinoic acid signaling list) to 194 genes/splice variants (somite list) and are included as Additional file 1. Tissues from the two developmental stages were analyzed separately. Affymetrix .CEL files for the 21-somite arrays (wild-type and *spt*) were combined for enrichment analysis using the ExpressionFileCreator module of the GenePattern software package (quantile normalization = yes, background correct = yes), as were the 4/5-somite arrays (wild-type and *spt*). GSEAs for the five signaling pathways and the positive control tissue(s) were run using GSEA software http://www.broad.mit.edu/gsea/ at the probe level (Collapse dataset to gene symbols = false) with 1,000 gene set permutations. Genes in the expression datasets were ranked using the Signal2Noise metric (21-somite analysis) and log_2 _Ratio of Classes metric (4/5-somite analysis) following GSEA recommendations for our sample sizes. Probes for several genes were included in ≥ two gene sets at both developmental stages: *dvl2 *and *plcg1 *for the 4/5-somite analysis, and *dlc*, *dvl2*, *fgf8*, *fst*, *jag2, lfng*, *map3k4*, *plcg1*, *sfrp5*, *smad1*, *wnt5b*, and *wnt11 *for the 21-somite analysis. Because the inclusion of genes in multiple gene sets can affect statistical significance levels, analyses were repeated both including and excluding these twelve genes. Significance was defined at the False Discovery Rate (FDR) q-value = 0.10 level, following suggestions by the GSEA creators that smaller datasets analyzed with gene set permutation adopt a more conservative FDR q-value cutoff than the default 0.25.

Because the zebrafish genome annotation is incomplete, GSEA of this array must contend with two potential problems: (1) multiple probe sets specifying the same gene (EST cluster), and (2) unannotated probes. We addressed these potential problems in several ways. First, to address probe redundancy, we took the following measures: (1) elimination from the gene set lists of all redundant probes with known cross-hybridization signal (denoted by _x_in Affymetrix notation), and (2) elimination from the gene set lists of the non-expressed probe when both sense and antisense probes exist for the same EST subcluster. Redundant probes specifying different EST subclusters and/or alternative transcripts were all included in the analysis. Second, to address incomplete probe annotation, we included in our analysis two gene sets that describe tissues known to be reduced or abnormal in the *spt *mutant. These gene sets serve as positive controls, as they test whether the signal contained in the zebrafish array is sufficient to be detected by GSEA despite the noise of unannotated probes, as well as any other sources of experimental noise inherent in the microarray data. These positive control gene sets contain genes associated with red blood cells and somites. Red blood cell markers are expected to be present in the wild type and downregulated in *spt *in both 4/5- and 21-somite-stage tissues. Somite markers (specifically somites 20-25) are expected to be present in the wild type and perturbed in *spt *in the 21-somite-stage tissue. Microarray results are deposited in the Gene Expression Omnibus (Series # GSE19955).

### Candidate Gene Identification and *In Situ *Hybridization

Individual genes with different expression patterns in wild-type vs. *spt *embryos were identified using the dCHIP [36] and GeneSpring (Agilent Technologies, Santa Clara, CA) software packages to achieve two aims: (1) select genes whose array-based expression differences would be corroborated using different methods, and (2) identify specific downstream targets of *tbx16 *involved in mesoderm development, either linked to or outside of any identified signaling pathways. Groups of arrays from the two developmental stages were analyzed independently. Arrays were normalized using invariant set normalization. Analyses were run on both filtered and unfiltered data. For filtered analyses, probe sets with expression levels below 100 in ≥ 50% of samples, or called as "absent" in ≥ 80% of samples, were excluded from further analyses. For unfiltered analyses, all probe sets were included. One wild-type 4/5-somite stage array was excluded from both candidate gene and GSEA analyses because it did not cluster with the other wild-type replicates (GeneSpring > Find Similar Samples analysis); further investigation of the expression of known zebrafish red blood cell markers (e.g. *gata1*) in this anomalous array showed expression levels up to two orders of magnitude lower than in the other two wild-type arrays. Genes that displayed a ≥ 1.25-fold (21-somite microarray) or ≥ 1.5-fold (4/5-somite microarray) change in expression between wild-type and *spt *embryos were identified at each developmental stage (two-tailed p < 0.05, median false discovery rate determined with 720 permutations). Distributions of p-values were examined to aid in interpreting false discovery rates. Forty-eight genes identified as differentially expressed between wild-type and *spt *tissues were screened by whole mount *in situ *hybridization at either the 3-6-somite stage (those identified by the 4/5-somite microarray) or the 21-somite stage (those identified by the 21-somite microarray) (Table 1). The following antisense riboprobes for *in situ *hybridization were synthesized as described: *drl *[37], *jak2a *[38], *zeb2a *(previously *sip1a*) [39], *hoxa11a *[40], *aldh1a2 *(previously *raldh2*) [41], and *hsp90a.1 *[42]. The following antisense riboprobe was synthesized using a clone purchased from the Zebrafish International Resource Center http://zebrafish.org/zirc/home/guide.php: *unc45b *(clone ID cb393). To make the rest of the riboprobes, clones were purchased from Thermo Scientific Open Biosystems http://www.openbiosystems.com. The Open Biosystem clone IDs for such clones are: 4967423 (*BI430182*), 7289896 (*zgc:171560*), 7418866 (*zgc:112524*), 7055776 (*zgc:92345*), 7400556 (*zgc:110288*), 6793849 (*cebpa*), 6796795 (*hmbsa*), 3817707 (*gtpbp1*), 6790866 (*calm1a*), 7270071 (*zgc:136864*), 7432799 (*zgc:153587*), 3818293 (*dnajc21*), 8122978 (*zgc:153390*), 5913990 (*ptgesl*), 7417087 (*zfyve21*), 3818920 (*ddx3*), 6797250 (*zgc:64161*), 5915334 (*rnaseh2b*), 5410935 (*nae1*), 7000848 (*zgc:77744*), 3820017 (*zgc:56033*), 6800295 (*zgc:66110*), 6791918 (*zgc:63962*), 6805707 (*atp6v1e1*), 5600729 (*pdap1*), 6961180 (*pinx1*), 7001512 (*exosc4*), 5411920 (*zgc:56136*), 4787610 (*znf593*), 7923686 (*LOC798291*), 4789934 (*zgc:73329*), 7157357 (*tcf25*), 8148733 (*clstn1*), 7223265 (*si:dkey-177p2.6*), 6792738 (*aldoc*), 7001080 (*slc1a3a*), 6893660 (*LOC568423*), 6894907 (*s1pr1*), 7036656 (*rcan3*), 7052011 (*bmp3*), and 6794698 (*fgfrl1a*). In the event that such clones contained no RNA polymerase sites flanking the inserts, inserts were sub-cloned into pBluescript using appropriate restriction enzymes before riboprobes were synthesized. *In situ *hybridization was performed as previously described [43] using NBT/BCIP as the enzyme substrates, except that 0.2× SSC was replaced with 0.05× SSC. In the cases of certain probes such as *gtpbp1 *and *calm1a*, expression level within the intermediate mesoderm is lower than that outside of the intermediate mesoderm. Hence, NBT/BCIP developing time was extended to allow visualization of the specific intermediate mesoderm expression, resulting in over-staining of expression domains outside of the intermediate mesoderm. Following *in situ *hybridization, some of the embryos were de-yolked and flat-mounted before photographs were taken (Figure 1, A'-L'). Although *in situ *hybridization is only a semi-quantitative measurement of differential expression, one goal of our study was to ascertain the usefulness of this method for identification of developmentally significant expression domain information; thus, this measurement was used in preference to more quantitative measurements for array corroboration (e.g. qPCR), which would not have provided region-specific differential expression information. Similar studies in zebrafish developmental genomics have shown the combination of microarray analysis and *in situ *hybridization to be an effective strategy for identifying differentially expressed genes between wild-type and mutant embryos [23,26].

**Table 1:** Summary of candidate genes identified from microarray analyses analyzed with *in situ *hybridization.

Affy Probe ID	Gene **Name**^**a**^	Gene Symbol	Corroborate **Microarray**^**b**^	Expression **Domain**^**c**^	Expression in ***spt *Embryos **^**d**^	Expression Studies Previously Reported	Identified by Array	Fold-Change in Array
Dr.16366.1.S1_at	*BI430182*^e^	*BI430182*^f^	Yes	IM	downregulated	No	4/5s	-5.54

Dr.14123.1.A1_at	*zgc:171560*	*zgc:171560*^f^	Yes	ubiquitous	downregulated	No	4/5s	-4.51

Dr.16573.3.S1_x_at	*zgc:112524*	*zgc:112524*^f^	Yes	ubiquitous	downregulated	No	4/5s	-3.49

Dr.12443.1.A1_at	*zgc:92345*	*zgc:92345*^f^	Yes	ubiquitous	downregulated	No	4/5s	-2.73

Dr.1085.2.A1_at	*zgc:110288*	*zgc:110288*^f^	Yes	ubiquitous	downregulated	No	4/5s	-2.45

Dr.12055.1.S1_at	*CCAAT/enhancer binding protein (C/EBP), alpha*	*cebpa*^f^	Yes	IM, ALPM	downregulated	Yes	4/5s	-16.67

Dr.8064.1.S1_at	*draculin*	*drl*	Yes	IM	downregulated	Yes	4/5 s and 21s	-15.64 and -3.65

Dr.3338.1.S1_at	*hydroxymethylb ilane synthase a*	*hmbsa*^f^	Yes	IM, midline structures	downregulated	Yes	4/5s	-4.56

Dr.515.1.A1_at	*GTP binding protein 1*	*gtpbp1*^f^	Yes	IM, midline structures	downregulated	Yes	4/5s	-2.68

Dr.7908.1.S2_at	*calmodulin 1a*	*calm1a*^f, g^	Yes	IM, neuroectoderm	downregulated	Yes	4/5s	-2.11

Dr.4151.1.S1_at	*Janus kinase 2a*	*jak2a*	Yes	ubiquitous	downregulated	Yes	4/5s	-4.64

Dr.21814.1.S1_at	*zgc:136864*	*zgc:136864*	No - Category A	ubiquitous	same	No	4/5s	-5.73

Dr.1118.1.A1_at	*zgc:153587*	*zgc:153587*	No - Category A	ubiquitous	same	No	4/5s	-4.44

Dr.883.1.A1_at	*DnaJ (Hsp40) homolog, subfamily C, member 21*	*dnajc21*	No - Category A	ubiquitous	same	No	4/5s	-2.52

Dr.14906.1.A1_at	*zgc:153390*	*zgc:153390*	No - Category A	ubiquitous	same	No	4/5s	-2.21

Dr.16120.1.S1_at	*prostaglandin E synthase 2-like*	*ptgesl*	No - Category A	ubiquitous	same	Yes	4/5s	-4.98

Dr.3023.1.S1_at	*zinc finger, FYVE domain containing 21*	*zfyve21*	No - Category A	ubiquitous	same	Yes	4/5s	-4.47

Dr.8412.1.A1_at	*DEAD (Asp-Glu-Ala-Asp) box polypeptide 3*	*ddx3*	No - Category A	ubiquitous	same	Yes	4/5s	-3.7

Dr.4269.1.A1_at	*zgc:64161*	*zgc:64161*	No - Category A	ubiquitous	same	Yes	4/5s	-3.56

Dr.4468.1.S1_at	*ribonuclease H2, subunit B*	*rnaseh2b*	No - Category A	ubiquitous	same	Yes	4/5s	-2.97

Dr.7212.1.S1_at	*nedd8 activating enzyme E1 subunit 1*	*nae1*	No - Category A	ubiquitous	same	Yes	4/5s	-2.84

Dr.12643.1.A1_at	*zgc:77744*	*zgc:77744*	No - Category A	ubiquitous	same	Yes	4/5s	-2.71

Dr.15269.1.S1_at	*zgc:56033*	*zgc:56033*	No - Category A	ubiquitous	same	Yes	4/5s	-2.68

Dr.14026.1.A1_at	*zgc:66110*	*zgc:66110*	No - Category A	ubiquitous	same	Yes	4/5s	-2.68

Dr.7237.1.S1_at	*zgc:63962*	*zgc:63962*	No - Category A	ubiquitous	same	Yes	4/5s	-2.51

Dr.7966.1.S1_at	*ATPase, H+ transporting, lysosomal, V1 subunit E isoform 1*	*atp6v1e1 *^f^	No - Category B	polster, neuroectoderm	downregulated	No	4/5s	-2.54

Dr.1791.1.S1_at	*pdgfa associated protein 1*	*pdap1 *^f^	No - Category B	polster	downregulated	Yes	4/5s	-4.25

Dr.14426.1.S1_at	*pin2/trf1-interacting protein 1*	*pinx1 *^f^	No - Category B	polster, neuroectoderm, PM	downregulated	Yes	4/5s	-3.04

Dr.9715.3.S1_a_at	*exosome component 4*	*exosc4 *^f^	No - Category B	PM	downregulated	Yes	4/5s	-3

Dr.7799.1.A1_at	*zgc:56136*	*zgc:56136*^f^	No - Category B	neuroectoderm	downregulated	Yes	4/5s	-2.73

Dr.18052.1.S1_at	*zinc finger protein 593*	*znf593*^f^	No - Category B	neuroectoderm, PM	downregulated	Yes	4/5s	-2.46

Dr.893.2.S1_at	*LOC798291*	*LOC798291*	No - Category C	PM	same	No	4/5s	-2.32

Dr.9423.1.S1_at	*zgc:73329*	*zgc:73329*	No - Category C	PM	same	Yes	4/5s	-3.25

Dr.1663.1.A1_at	*transcription factor 25 (basic helix-loop-helix)*	*tcf25*	No - Category C	polster	same	Yes	4/5s	-2.76

Dr.8822.1.A1_at	*zinc finger E-box binding homeobox 2a*	*zeb2a*	No - Category C	neuroectoderm	same	Yes	4/5s	-3.6

Dr.25212.1.A1_at	*calsyntenin 1*	*clstn1*	No - Category C	Kupffer's vesicle, tail bud	same	Yes	4/5s	-3.28

Dr.12545.1.S1_at	*si:dkey-177p2.6*	*si:dkey-177p2.6*	No - Category C	neuroectoderm, PM	same	Yes	4/5s	-2.87

Dr.19223.1.S2_at	*aldolase c, fructose-bisphosphate*	*aldoc*	No - Category C	neuroectoderm	same	Yes	4/5s	-5.23

Dr.25679.1.S1_at	*solute carrier family 1 (glial high affinity glutamate transporter), member 3a*	*slc1a3a*	No - Category C	neuroectoderm	same	Yes	4/5s	-3.05

Dr.1002.1.S1_at	*LOC568423*	*LOC568423 *^f^	No - Category D	ubiquitous	upregulated	No	4/5s	-2.34

Dr.25683.5.A1_at	*sphingosine-1-phosphate receptor 1*	*s1pr1*^f^	No - Category D	neuroectoderm, tailbud	upregulated	Yes	4/5s	-2.76

Dr.8183.1.S1_at	*homeo box A11a*	*hoxa11a*^f^	No - Category D	tailbud	upregulated	Yes	4/5s	-2.35

Dr.5206.1.S1_at	*aldehyde dehydrogenase 1 family, member A2*	*aldh1a2*	Yes	PM, eyes	downregulated	Yes	21s	-6.16

Dr.1817.1.A1_at	*regulator of calcineurin family member 3*	*rcan3*^f^	Yes	PM	downregulated	Yes	21s	-2.72

Dr.23348.1.A1_at	*bone morphogenetic protein 3*	*bmp3*^f, g^	Yes	PM, neuroectoderm	downregulated	Yes	21s	-1.68

Dr.610.1.S1_at	*heat shock protein 90-alpha 1*	*hsp90a.1 *^f, g^	Yes	PM	downregulated	Yes	21s	-2.26

Dr.345.1.S1_at	*unc-45 homolog B (C. elegans)*	*unc45b*^f, g^	Yes	PM	downregulated	Yes	21s	-2.39

Dr.26455.1.S1_at	*fibroblast growth factor receptor-like 1a*	*fgfrl1a*^f, g^	Yes	PM, eyes	downregulated	Yes	21s	-1.73

^a ^Gene names are consistent with those in ZFIN (The Zebrafish Model Organism Database, http://zfin.org/) whenever possible.

^b ^"Yes" is defined as intermediate mesoderm expression (for genes from the 4/5s microarray) or paraxial mesoderm expression (for genes from the 21s microarray) that is downregulated in *spt*. Category A is defined as ubiquitous expression that is not changed in *spt*. Category B is defined as expression that is downregulated in *spt *but that is absent from the intermediate mesoderm. Category C is defined as expression that is unchanged in *spt *and absent from the intermediate mesoderm. Category D is defined as expression upregulated in *spt*.

^c ^Abbreviations are ALPM (anterior lateral plate mesoderm), IM (intermediate mesoderm) and PM (paraxial mesoderm).

^d ^Downregulated is defined as at least part of the expression domain being reduced compared to the wild type based on visual detection. Upregulated is defined as at least part of the expression domain being enhanced, and no part of the expression domain being reduced, compared to the wild type, based on visual detection.

^e ^EST ID is used here because this Affy probe is annotated by EST only and has not been assigned to an annotated gene. All of the other candidates explored by *in situ *hybridization have been linked to annotated genes.

^f ^These genes, to our knowledge, have not previously been revealed to act downstream of *tbx16*.

^g ^These genes were identified as differentially expressed by the unfiltered analyses only; all other candidates explored by *in situ *hybridization were identified by the filtered analyses.

**Figure 1:**
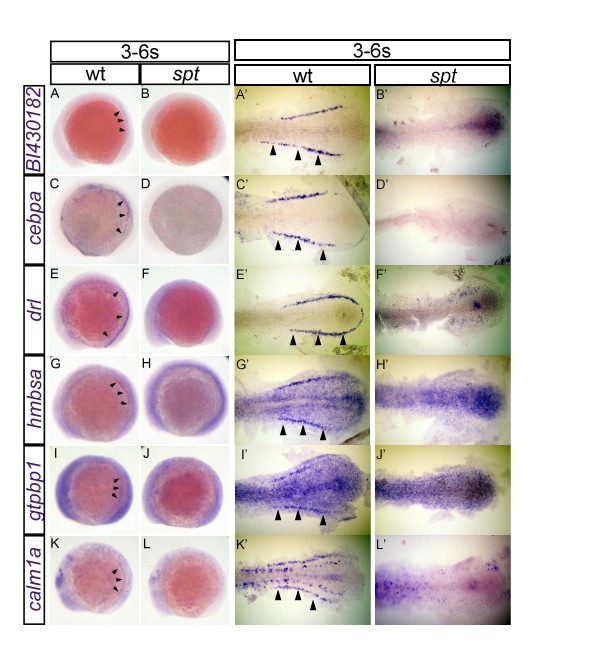
**Expression of validated candidate genes from the 4/5-somite microarray**. Changes in the expression of *BI430182 *(A, B, A', B'), *cebpa *(C, D, C', D'), *drl *(E, F, E', F'), *hmbsa *(G, H, G', H'), *gtpbp1 *(I, J, I', J') and *calm1a *(K, L, K', L') were visualized using *in situ *hybridization in wild-type (A, A', C, C', E, E', G, G', I, I', K and K') and *spt *embryos (B, B', D, D', F, F', H, H', J, J', L and L'). All embryos are oriented with posterior to the right. Whole-mount embryos (A-L) are shown in lateral view while de-yolked and flat-mounted embryos (A'-L') are shown in dorsal view. Flat-mounted embryos (A'-L') show only the posterior half of the embryos for high-magnification view. All embryos were fixed at the 3 to 6-somite stage. Arrowheads point to specific intermediate mesoderm expression domains.

## Results

### Gene Set Enrichment Analysis

GSEA [28] was performed to determine whether specific signaling pathways specified *a priori *were altered in *spt *at different developmental stages. 

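The gene lists of Additional file 1 were matched to the array annotation by symbol or by an older name. At least 1 probe set was found for 53 of the 56 Wnt names, 29 of the 31 Delta-Notch names, 52 of the 55 TGF-β names, 14 of the 15 retinoic acid names and 39 of the 41 FGF names. For the control lists, 82 of the 85 red blood cell names and 172 of the 193 somite names were matched. GSEA orders all probe sets by their difference between spt and wild type and asks whether a list lies closer to an end of that order than permuted lists of the same size. Its normalized enrichment score (NES) is positive where the list lies toward higher signal in spt and negative where it lies toward lower signal. Probe sets were ordered by the log2 ratio of the group means at the 4/5-somite stage and by the signal-to-noise ratio at the 21-somite stage, with 1000 gene set permutations, and a list was called at an FDR q under 0.10. A q of 0 means that no permuted list was as extreme as the list itself. The log2 ratio does not use the spread between arrays, so every list was also tested with camera from limma, which compares the genes of a list with all other genes. Camera was run with a preset correlation of 0.01 between the genes of a list and again with a correlation estimated from the arrays. Where the estimate is not above 0.01, a call lost in the second run does not point to correlated genes. Besides these lists, 20 lists of marker genes were tested, which cover blood, muscle, kidney, neural, epidermal and other tissues as well as target genes of Wnt and retinoic acid.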

The following five major signaling pathways were examined: (1) Wnt, (2) Delta-Notch, (3) TGF-β, (4) retinoic acid, and (5) FGF.

#### 4/5-Somite Intermediate Mesoderm Tissue Analysis

As described above, intermediate mesoderm cells were isolated by FACS sorting of *pax2a*-GFP positive cells in both otherwise wild-type and *spt *mutant embryos. 

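RNA from sorted cells was amplified and hybridized to Affymetrix GeneChip Zebrafish Genome Arrays. The embryos had 4 to 5 somites, about 11.5 hours after fertilization. There were 2 wild-type arrays (replicates 1 and 2) and 3 spt arrays (replicates 3, 4 and 5). The authors had set aside another wild-type array, because it did not cluster with the others, and they then found far lower red blood cell markers such as gata1 on it. That array was not used here. The deposited values are signals on a linear scale that the authors had already scaled between arrays, by a method that the paper's text does not name for these values. The arrays were quantile normalized, 16 was added to each signal, and log2 values were fitted with limma for 15502 probe sets. The median signal was 163 to 166 on the wild-type arrays and 152 to 167 on the spt arrays, and 67.6% to 71.1% of probe sets had a signal of at least 100. Across probe sets, which are not independent replicates, arrays of the same genotype correlated at 0.864 to 0.896 and arrays of different genotypes at 0.840 to 0.903. No probe set passed an adjusted p of 0.05 with limma (smallest adjusted p = 0.0634), while 1116 had an unadjusted p under 0.05. A test with unequal variances passed none either, with 742 at an unadjusted p under 0.05. Changes planted in the brighter probe sets of simulated data, with noise independent between arrays, were recovered in 30% of cases at a log2 change of 2 and in 88% at 4. The signal of pax2a, whose reporter marked the sorted cells, was 268 and 267 on the wild-type arrays and 1012, 1293 and 517 on the spt arrays on the brighter of its probe sets (log2 fold change 1.66 (standard error 0.48), adjusted p = 0.624 from limma), and the other probe set gave -0.45 (standard error 0.21). This gene was chosen after its values were seen. The probe sets of tbx16 had wild-type signals of 102 and 23.8, at or below the background level.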

The wild-type tissues contained slightly higher relative numbers of GFP-positive cells (1.5% - 5%) than did the *spt *tissues (0.38% - 3.2%); variation among runs likely reflects variable fluorescence levels among individual *pax2a*-GFP fish. The red blood cell gene set (Additional file 1), which serves as our positive control, is significantly downregulated in *spt *as expected based on the mutant phenotype (FDR q = 0.000, NES = - 2.468). This implies that (1) the zebrafish array annotation is sufficient to provide information at this level of analysis and (2) the array data contain a sufficiently high signal-to-noise ratio for GSEA. 

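The globin genes, which encode the oxygen carrier of red blood cells, had far less signal in spt intermediate mesoderm. The signal of hbae3, an embryonic alpha globin, was 6665 ± 795 (SD, n = 2) in wild type and 146 ± 25.1 (SD, n = 3) in spt, and hbbe3, an embryonic beta globin, went from 1896 ± 1117 to 109 ± 8.57. The transcription factors that specify blood were lower as well. They include gata1a, the main regulator of the erythroid lineage, at 2709 ± 301 in wild type and 151 ± 32.2 in spt, and gata2a, with a log2 fold change of -2.76 (standard error 0.47). For tal1, which sets up blood and endothelial precursors, the log2 fold change was -4.85 (standard error 1.52), with 1 of the 3 spt arrays well above the others. Of the enzymes of heme synthesis, cpox had a log2 fold change of -3.90 (standard error 0.37). None of these genes passed the adjusted threshold over all probe sets with limma, the closest being hbae3 (adjusted p = 0.0634) and gata1a (adjusted p = 0.091). Adjusted over the list alone, 5 of 7 globin genes, 4 of 12 blood transcription factors, 1 of 7 heme synthesis genes and 1 of 6 erythroid membrane genes fell, and none rose. Among the 82 genes of the paper's red blood cell list, 10 fell and 1 rose when adjusted over the list alone, and 53 had lower values in spt. The gene that rose was zfp36l1a, an RNA-binding protein that shortens the life of messenger RNAs, with a log2 fold change of 1.29 (standard error 0.16). The list had an NES of -2.10 with q = 0, or q = 8.78e-05 with 10000 permutations, and without hbae3 the NES was -1.95. By camera the list was lower in spt (adjusted p = 0.0039), a call that was lost at an adjusted p of 0.0934 with an estimated correlation. The globin list (adjusted p = 1.31e-07) and the blood transcription factors (adjusted p = 6.93e-06) were also called lower by camera, at 0.187 and 0.328 with an estimated correlation. For the red blood cell and globin lists the estimate was -0.0079 and -0.118, below the preset 0.01. A higher correlation thus did not cost these calls, and what did was not tested. For the blood transcription factors the estimate was 0.085. Of the 17 genes that Additional file 2 gives as the leading edge, 16 could be matched to a probe set, and all 16 were lower and 14 passed when adjusted over the list alone, but the study chose them on these arrays, so they are not independent evidence.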

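Marker genes of other tissues were measured in the same sorted cells. Of the 12 myeloid genes, cebpa and spi1b, transcription factors of myeloid cells, fell when adjusted over the list alone, and spi1b had a log2 fold change of -1.83 (standard error 0.28). Among 9 endothelial genes, 6 had lower values in spt, and among 18 pronephros genes 12 had higher values, with no call in either list by camera (adjusted p = 0.386 and 0.353). The presomitic mesoderm list had 12 of 19 genes lower (median log2 fold change -0.14, adjusted p = 0.227) and the muscle list 20 of 31 (median -0.13, adjusted p = 0.167). In the presomitic list mespba, which marks the boundary of forming somites, fell when adjusted over the list alone (-1.08 (standard error 0.17)). Neural genes were lower in 15 of 22 cases, with an adjusted p of 0.386, though a probe set shared by copies of her4, with signals under 100 in both genotypes, rose when adjusted over the list alone. The tailbud list leaned the other way, with 18 of 25 genes higher (median 0.50, adjusted p = 0.0955), and hoxb10a, hoxb9a and a probe set shared by copies of wnt8 rose when adjusted over the list alone. The signal of hoxb9a, which gives posterior identity to the trunk, was 1245 in wild type and 3272 in spt. Stress genes, which respond to tissue dissociation, were higher in 10 of 20 cases (median 0.04, adjusted p = 0.499), of which zfp36l1a rose when adjusted over the list alone, and p53 response genes were lower in 8 of 10 (median -0.10, adjusted p = 0.114). Of the p53 response genes pmaip1, which promotes cell death, fell when adjusted over the list alone (-4.56 (standard error 0.88)). From the lower red blood cell set, the paper reasons that the annotation of the array and the signal-to-noise ratio of these data suffice for GSEA.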

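Among Wnt pathway genes at the 4/5-somite stage, the Frizzled receptors fzd7a and fzd2 had higher values in spt. The signal of fzd7a was 1490.1 ± 63.0 (SD, n = 2) in wild type and 3019.7 ± 410.4 (SD, n = 3) in spt, a log2 fold change of 1.00 (standard error 0.24). For fzd2 it was 83.1 ± 6.37 and 183 ± 46.4, and a probe set shared by copies of the ligand wnt8 read 317 and 1059.7. In the opposite direction the listed gene tcf25, which Table 1 also holds, had a log2 fold change of -1.46 (standard error 0.40) on the brighter of its probe sets. Of the 52 Wnt genes with a probe set, 31 were higher and 21 lower, and none passed the test with limma, either over all probe sets or adjusted over the list alone. The list had an NES of 1.37 with q = 0.241. Ranked by the log2 ratio, the NES was 1.07 without spt replicate 4 and 1.46 (q = 0.0916) without spt replicate 3. When probe sets of all arrays were ranked by signal-to-noise instead, it was 1.71 with q = 0.0106. Camera called the list higher (adjusted p = 0.0476), but not with an estimated correlation (adjusted p = 0.160). The estimate was -0.0067, so a higher correlation did not cost this call either.
In the retinoic acid list, dhrs9, a dehydrogenase that makes retinoids and whose probe set is the one listed as rdh1l, had a signal of 830 ± 22.7 in wild type and 78.9 ± 10.8 in spt (log2 fold change -3.16 (standard error 0.21), adjusted p = 0.0634 from limma). Of the 14 genes, it alone fell when adjusted over the list alone. The other 13 included 8 with higher values, so the median was 0.19 while the mean was -0.17. The list had an NES of -1.33 with q = 0.078. Without dhrs9 the NES was -0.94 (q = 0.558), and without wild-type replicate 1 it was 0.78. Camera gave no call (adjusted p = 0.564). Fry of limma, which weighs the genes of a list without setting them against other genes, called the list lower (adjusted p = 0.0423) and the Wnt list higher (adjusted p = 0.0315). A separate list of 20 genes that respond to retinoic acid had 11 members with higher and 9 with lower values (median 0.05, adjusted p = 0.588), and the list of Wnt target genes had 6 of 10 higher (median 0.09, adjusted p = 0.861). Of the Wnt targets, sp5l rose (log2 fold change 1.97, standard error 0.44) and msgn1 fell (-1.66, standard error 0.41) when adjusted over the list alone.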

The Wnt signaling pathway gene list is significantly upregulated in *spt *relative to wild-type tissue (FDR q = 0.034, NES = 1.574) and the retinoic acid pathway is significantly downregulated in *spt *(FDR q = 0.067, NES = -1.344). The other three signaling pathways examined are not significantly up- or downregulated in *spt *4/5-somite intermediate mesoderm tissue at the FDR q = 0.1 level (TGF-β FDR q = 0.415, NES = 1.110; Delta-Notch FDR q = 0.455, NES = 1.171; FGF FDR q = 0.349, NES = 1.081). 

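In the TGF-β list, receptors and ligands had differences in both directions, and no gene passed the test with limma over all probe sets or over the list alone. The ligand bmp3 had a log2 fold change of -1.84 (standard error 0.58) and the receptor tgfbr2b of -1.05 (standard error 0.30), while the signal transducer smad5 had 1.18 (standard error 0.26) and the receptor bmpr1ab 1.35 (standard error 0.34). Of its 52 genes 34 were higher in spt, with an NES of 1.16 (q = 0.453) and an adjusted p of 0.134 by camera. Delta-Notch genes included 1 that rose when adjusted over the list alone, a probe set shared by copies of her4, a Notch target of the nervous system, with signals under 100 in both genotypes, and 18 of the 29 had lower values. The ligand jag1a had a log2 fold change of -0.89 (standard error 0.33). This list's NES was 0.86 (q = 0.958) and its adjusted p by camera was 0.959. For FGF, the kinases mapk3, map3k4 and map2k6, which pass on the receptor's signal, had log2 fold changes of 1.30, 1.71 and -0.57 (standard errors 0.39, 0.46 and 0.16), of which the other probe sets of mapk3 and map3k4 had values between -0.35 and 0.05. The FGF list had 19 genes higher and 20 lower and an NES of 0.83 (q = 0.778). Ranked by signal-to-noise, the TGF-β list had an NES of 1.46 with q = 0.0537 and the FGF list an NES of -0.63. The genes named here were chosen after their values were seen, and each is given by its brightest probe set.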

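The 12 probe sets found in more than 1 of the lists at the 4/5-somite stage belong to mapk3, a kinase of growth factor signaling, to dvl2 and dvl3, which relay the Wnt signal, to the histone deacetylases hdac1, hdac3, hdac8 and hdac9, to the corepressor ctbp1 and to pp2ca1, a phosphatase subunit. Of these, hdac3 had a signal of 349 ± 103 (SD, n = 2) in wild type and 1175 ± 641 (SD, n = 3) in spt on the brighter of its probe sets (log2 fold change 1.54 (standard error 0.67), and 0.30 (standard error 0.26) on the other), and ctbp1 had a log2 fold change of 1.26 (standard error 0.57). Without these probe sets the red blood cell list had an NES of -2.11 with q = 0. The NES of the Wnt list was then 1.19 (q = 0.585) and that of the retinoic acid list -1.35 (q = 0.109), which is no longer a call. TGF-β had an NES of 1.08 (q = 0.496), Delta-Notch of -0.66 (q = 0.965) and FGF of 0.68 (q = 0.945). The Delta-Notch list thus lay toward lower rather than higher signal in spt once the shared genes were out.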

Reanalysis excluding the two genes present in multiple gene sets yields similar results (red blood cell FDR q = 0.0, NES = -2.470; Wnt FDR q= 0.029, NES = 1.558; retinoic acid FDR q = 0.069, NES = -1.333; TGF-β FDR q = 0.415, NES = 1.110; Delta-Notch FDR q = 0.455, NES = 1.171; FGF FDR q = 0.350, NES = 1.081). 

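The Wnt genes nearest the top of the order by log2 ratio were 9 genes on 9 probe sets. Next to the Frizzled receptors and the ligand already given, they and the genes that Additional file 2 lists included the following. The scaffold protein axin1, which helps degrade beta-catenin, had a signal of 25.8 ± 8.62 (SD, n = 2) in wild type and 122 ± 17.0 (SD, n = 3) in spt on the dimmer of its probe sets, where the wild-type signal is at background level and leaves no fold to give, but 424 ± 105 and 467 ± 53.6 on the brighter. The acyltransferase porcnl, which Wnt ligands need for secretion, had a log2 fold change of 1.11 (standard error 0.36), and ctnnb2, which encodes a beta-catenin, had 0.57 (standard error 0.25). Of the 15 genes of Additional file 2, 12 were higher and 3 lower in spt, and axin2, an inhibitor that is itself a Wnt target, was among the lower ones (-0.65 (standard error 0.47)). At an unadjusted p under 0.05 there were 4, and 3 rose when adjusted over these 15 alone. The study chose the 15 on these arrays, so their direction is not independent evidence. With limma none passed over all probe sets, and 8 of them lay in the leading edge found here. The number of leading edge genes was 9 to 18 over the alternatives, apart from 41 when every gene of the order counted alike (exponent 0).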

Fifteen of the 60 total genes (16 of 70 total probes) comprising the Wnt gene list contribute to the leading-edge subset, whose expression levels drive the signal of Wnt upregulation in *spt*; 14 of these genes (14 of 66 total probes) contribute to the leading-edge subset when genes present in multiple gene sets are excluded (Additional file 2). 

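The lower end of the order held 3 genes of the retinoic acid list on 6 probe sets. Besides dhrs9, they were cyp26b1, an enzyme that breaks down retinoic acid, and rxrbb, a retinoid receptor. The 4 probe sets of cyp26b1 had log2 fold changes of -0.66, -0.49, -1.05 and -0.75, with standard errors of 1.06, 0.29, 2.10 and 0.53. The brightest of them varied as much within a genotype as between genotypes. For rxrbb the signal was 305 ± 29.0 (SD, n = 2) in wild type and 203 ± 44.5 (SD, n = 3) in spt. Additional file 2 lists cyp26b1 and rdh1l, both of which had lower values in spt, but only rdh1l, measured by the dhrs9 probe set, fell when adjusted over these genes alone. The study chose them on these arrays. The synthesis enzyme aldh1a2, which is also on the list, had a log2 fold change of 0.30 (standard error 0.86). It was outside the leading edge at this stage.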

Two of the 15 total genes (four of 19 total probes) comprising the retinoic acid gene list contribute to the leading-edge subset; this result is identical both including and excluding genes present in multiple gene sets (Additional file 2).

#### 21-Somite Tail Tissue Analysis

In *spt *embryos, trunk somitic mesoderm is largely absent due to the mis-migration of mesodermal cells during gastrulation [12]. However, in the *spt *tail region (defined roughly as the area behind the hindyolk where somites 17-32 would normally reside in wild-type embryos), somitic mesoderm structures are present. 

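Unamplified total RNA from the middle tail was hybridized to the same type of array, with the tail tip removed. The embryos had 21 somites, about 19.5 hours after fertilization. The tissue holds somites together with intermediate mesoderm, notochord and spinal cord. There were 3 wild-type arrays (replicates 1, 2 and 3) and 3 spt arrays (replicates 4, 5 and 6), normalized and fitted in the way given for the sorted cells but apart from them. The deposited values are again linear signals scaled between arrays by the authors. The median signal was 261 to 293 on the wild-type arrays and 272 to 293 on the spt arrays, and 80.8% to 84.8% of probe sets had a signal of at least 100. Across probe sets, which are not independent replicates, the correlation was 0.958 to 0.990 between arrays of the same genotype and 0.945 to 0.980 between genotypes. With limma 107 probe sets passed an adjusted p of 0.05, of which 28 rose and 79 fell in spt, and 1154 had an unadjusted p under 0.05. A test with unequal variances passed 1, with 857 at an unadjusted p under 0.05. Changes planted in the brighter probe sets of simulated data, with noise independent between arrays, were recovered in 98% of cases at a log2 change of 1. Without wild-type replicate 2, spt replicate 5 or spt replicate 6 the number that passed was 62, 56 or 63. Wild-type replicate 1 and spt replicate 4 deviated from the means of their genotypes in a similar way (correlation across probe sets 0.767, against 0.483 for replicates 2 and 5 and 0.430 for 3 and 6), and without both of them 50 passed. Leaving out the pair was chosen after seeing the data. The mutated gene tbx16 had a signal of 1246 ± 267 (SD, n = 3) in wild type and 426 ± 17.8 (SD, n = 3) in spt (log2 fold change -1.49 (standard error 0.18), adjusted p = 0.0065 from limma, 0.0907 without the pair). A second probe set of tbx16 gave -0.75 (standard error 0.16), which did not pass (adjusted p = 0.108).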

Isolation of the entire middle tail region, as outlined in the methods section, allowed us to compare gene expression profiles from a variety of tissues in wild-type versus *spt *embryos. Both the red blood cell gene set and the somite gene set (Additional file 1), which serve as positive controls, are significantly downregulated in *spt *as expected based on the mutant phenotype (red blood cell FDR q = 0.000, NES = -2.660; somite FDR q = 0.000, NES = -2.731); thus, these array data also contain a sufficiently high signal-to-noise ratio for GSEA analysis, and annotation is sufficient. 

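Most globin genes fell strongly in the spt tail. The signal of hbae3 fell from 4752 ± 1069.8 (SD, n = 3) in wild type to 207 ± 17.3 (SD, n = 3) in spt, a log2 fold change of -4.39 (standard error 0.19, adjusted p = 2.14e-05 from limma). Other red cell genes fell with it, among them the anion exchanger slc4a1a (-2.74 (standard error 0.28)), carbonic anhydrase cahz (-2.23 (standard error 0.15)) and the erythroid regulator gata1a (-2.40 (standard error 0.16)). In the lists fixed here, 5 of 7 globin, 3 of 7 heme synthesis, 4 of 6 erythroid membrane and 3 of 12 blood transcription factor genes fell and none rose (5, 5, 4 and 5 when adjusted over the list alone). Camera called all 4 lists lower, and the heme synthesis list was lost at an adjusted p of 0.0611 with an estimated correlation. The paper's red blood cell list had an NES of -2.32 with q = 0, and 9 of its 82 genes fell. Its camera call (adjusted p = 0.0022) was lost with an estimated correlation (adjusted p = 0.395).
Muscle genes fell as well. The signal of myog, which drives muscle cells to differentiate, went from 1254 ± 207 to 302 ± 72.8 (-2.01 (standard error 0.21), adjusted p = 0.00334), and that of tnnc2.2, a troponin of the contractile apparatus, from 1474 ± 178 to 346 ± 90.1. Of 31 muscle contraction genes 13 fell, as did 6 of 12 genes of myogenic regulation and 6 of 19 genes of presomitic and early paraxial mesoderm (19, 7 and 13 when adjusted over the list alone, which for muscle contraction also gave 1 that rose). In the last list tcf15, a transcription factor of the paraxial mesoderm that the myogenic list also holds, had a log2 fold change of -1.46 (standard error 0.18). All 3 lists were called lower by camera, with adjusted p of 0.0311, 0.0333 and 0.0262 with an estimated correlation. For the paper's somite list the NES was -2.65 with q = 0. Of its 171 genes 13 fell and 1 rose, which was atp1b1a, a sodium pump subunit that the kidney also expresses (31 and 6 when adjusted over the list alone), and camera kept the call with an estimated correlation (adjusted p = 0.00587). Of the genes that Additional file 2 gives as the leading edges, 18 of 19 red blood cell genes were lower, as were 71 of the 74 somite genes that could be matched out of 83. They were chosen on these arrays.
Some pronephros genes rose in the same samples. The sodium pump subunit atp1a1a.3 of the pronephros rose from 244 ± 31.3 to 1619.9 ± 131 (2.66 (standard error 0.16), adjusted p = 0.000141), and cdh17, a cadherin of the pronephric duct, from 312 ± 64.2 to 1197 ± 111. Of 18 pronephros genes 5 rose and none fell (8 and 1 when adjusted over the list alone). Of 22 neural genes 20 and of 17 epidermal genes all 17 had higher values in spt, though none passed over all probe sets (3 and 2 rose when adjusted over the list alone). With an estimated correlation camera kept its call of the pronephros and neural lists but not of the epidermal list (adjusted p = 0.144). From the lower control sets, the paper reasons that these array data, too, carry enough signal and annotation for GSEA.

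**Figure D1:**
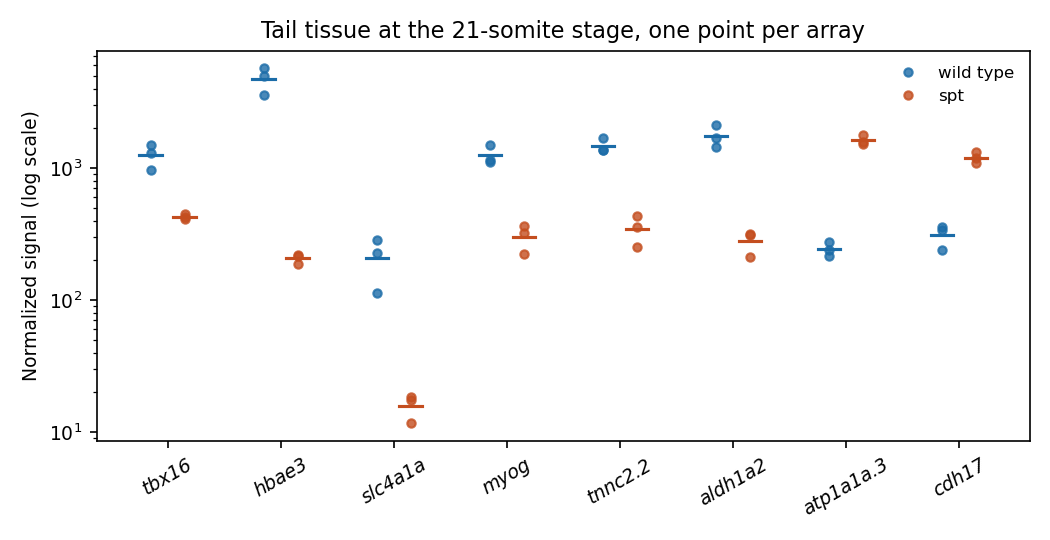
Normalized signal (log axis) of 8 genes in the tail at the 21-somite stage, with 1 point per array for the 3 wild-type and the 3 spt arrays and bars at the means. The points of the genotypes do not overlap for any of these genes, and hbae3, slc4a1a, myog, tnnc2.2, aldh1a2 and tbx16 are lower in spt while atp1a1a.3 and cdh17 are higher.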

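The enzyme aldh1a2, which makes retinoic acid in the paraxial mesoderm, fell strongly in the spt tail at the 21-somite stage. Its signal was 1749 ± 337 (SD, n = 3) in wild type and 282 ± 59.1 (SD, n = 3) in spt, a log2 fold change of -2.57 (standard error 0.21) with an adjusted p of 0.000792 from limma. The other 13 genes of the list did not pass, with or without adjustment over the list alone. Among them the synthesis enzyme dhrs9 had a log2 fold change of -0.12, the 4 probe sets of the degradation enzyme cyp26b1 had values from -0.12 to -0.01, and cyp26a1, another such enzyme, had 0.36 (standard error 0.30). Of all 14 genes 9 had lower and 5 higher values. The list had an NES of -1.38 with q = 0.0995, just under the threshold. With the set reduced to the genes other than aldh1a2, a choice made after seeing the data, the NES was 0.68 (q = 0.956), and without wild-type replicate 1 it was -1.17 (q = 0.231). Camera gave an adjusted p of 0.603. The 20 target genes of retinoic acid had 10 members on each side (median 0.00, adjusted p = 0.681 by camera). Muscle and presomitic genes fell in these samples too, the tissue in which aldh1a2 is expressed.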

The retinoic acid signaling pathway is significantly downregulated in *spt *relative to wild-type tissue (FDR q = 0.049, NES = -1.410). 

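In the Wnt list at the 21-somite stage, dab2, an endocytic adaptor protein that is also found in kidney tubules, was the only gene that rose, over all probe sets and over the list alone. Its signal was 371 ± 8.13 (SD, n = 3) in wild type and 773 ± 71.0 (SD, n = 3) in spt, a log2 fold change of 1.03 (standard error 0.15). Its adjusted p from limma was 0.0163 and lay between 0.0558 and 0.144 when wild-type replicate 2 or spt replicate 4, 5 or 6 was left out. The ligand wnt11 had a log2 fold change of 0.53 (standard error 0.14) and the ligand wnt4 of 0.48 (standard error 0.16), neither of which passed. Of the 52 genes 25 were higher and 27 lower, so the median was -0.01 while the mean was 0.04. The NES was 1.25 (q = 0.241) and turned to -0.73 when each gene counted alike (exponent 0). In the TGF-β list 3 genes fell when adjusted over the list alone. They were the receptor bmpr1ba (-1.19 (standard error 0.22)), the growth regulator myca (-0.92 (standard error 0.18)) and the ligand bmp3. This list had an NES of -0.97 (q = 0.504), which was 0.95 and 0.96 without wild-type replicate 2 or 3. Among Delta-Notch genes the ligand dlc, which oscillates in the presomitic mesoderm, fell when adjusted over the list alone (-0.97 (standard error 0.20)), and the list had an NES of -1.25 (q = 0.150). In the FGF list fgf10a, a ligand of limb and organ buds, rose when adjusted over the list alone (0.78 (standard error 0.15)). The NES of that list was 1.23 (q = 0.134), and a ranking by moderated t gave 1.31 (q = 0.0859). None of the 4 lists was called by camera (adjusted p = 0.603 to 0.641). The genes bmpr1ba, myca, dlc and fgf10a were chosen after their values were seen, and pronephros genes were higher in the same samples.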

No other signaling pathway gene lists are significantly up- or downregulated in *spt *for the 21-somite tail tissue (Wnt FDR q = 0.615, NES = 1.091; TGF-β FDR q = 0.609, NES = 1.000; Delta-Notch FDR q = 0.673, NES = 0.889; FGF FDR q = 0.793, NES = 1.173). Reanalysis excluding the 12 genes present in multiple gene sets yields similar results (red blood cell FDR q = 0.000, NES = -2.627; somite FDR q = 0.000, NES = 2.735; retinoic acid FDR q = 0.057, NES = -1.382; Wnt FDR q = 1.0, NES = 1.137; TGF-β FDR q = 0.641, NES = 0.902; Delta-Notch FDR q = 0.712, NES = 0.955; FGF FDR q = 0.832, NES = 1.020).

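The genes found in more than 1 list, with the somite list included, covered 32 probe sets at the 21-somite stage. Among those taken out was dlc, which is on both the Delta-Notch and the somite list. Without the 32 probe sets the NES was -2.39 for red blood cell genes and -2.72 for somite genes, each with q = 0, and -1.42 for retinoic acid (q = 0.0697). Wnt had an NES of 1.32 (q = 0.235), TGF-β of -1.04 (q = 0.386) and FGF of 1.31 (q = 0.130). The Delta-Notch list turned from its negative score to an NES of 1.29 (q = 0.0981), a call toward higher signal in spt just under the threshold. It had been cut from 38 to 24 probe sets, and the permutation p of this list by itself was 0.121. Camera, run on the full list, did not call it.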

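The difference between the stages was itself tested, with the spt effect at 21 somites set against that at 4/5 somites in a limma fit of all 11 arrays. This fit takes 1 spread for both stages, although the arrays of the sorted cells correlated less closely than those of the tail. Its standard errors and p-values may thus be too small for genes that vary more in the sorted cells. For myog the effect was lower by 2.12 (standard error 0.32, adjusted p = 0.0219) on the log2 scale at 21 somites. Of the pronephric genes, atp1a1a.3 had a higher effect there, with a difference of 2.57 (standard error 0.27, adjusted p = 0.00319). Its log2 fold change was 0.08 in the sorted cells and 2.66 in the tail. Myeloid cebpa also had a positive difference, 3.68 (standard error 0.35, adjusted p = 0.00222), but for another reason. It was lower in spt in the sorted cells (-3.91) and near equal in the tail (-0.24). A higher effect here means a more positive log2 fold change, not a larger one. In all 75 probe sets passed an adjusted p of 0.05, of which 36 had a higher and 39 a lower effect at 21 somites. The count was 17 to 435 when single arrays were left out. The presomitic list (median difference -0.67, adjusted p = 4.25e-05 by camera) and the neural list (0.68, adjusted p = 0.000132) differed between stages, each at an adjusted p of 0.0375 with an estimated correlation. The presomitic genes her1, mespaa and pcdh8 had wild-type signals under 100 at the 4/5-somite stage and so had less room to fall there. This may add to that list's difference, but the list was not tested without them. For the Wnt list the difference was not called (adjusted p = 0.255, or 0.296 with an estimated correlation), nor was it for retinoic acid (adjusted p = 0.520) or red blood cell genes (adjusted p = 0.520). The stages also differ in tissue and in RNA amplification, so stage, tissue and amplification cannot be told apart.

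**Figure D2:**
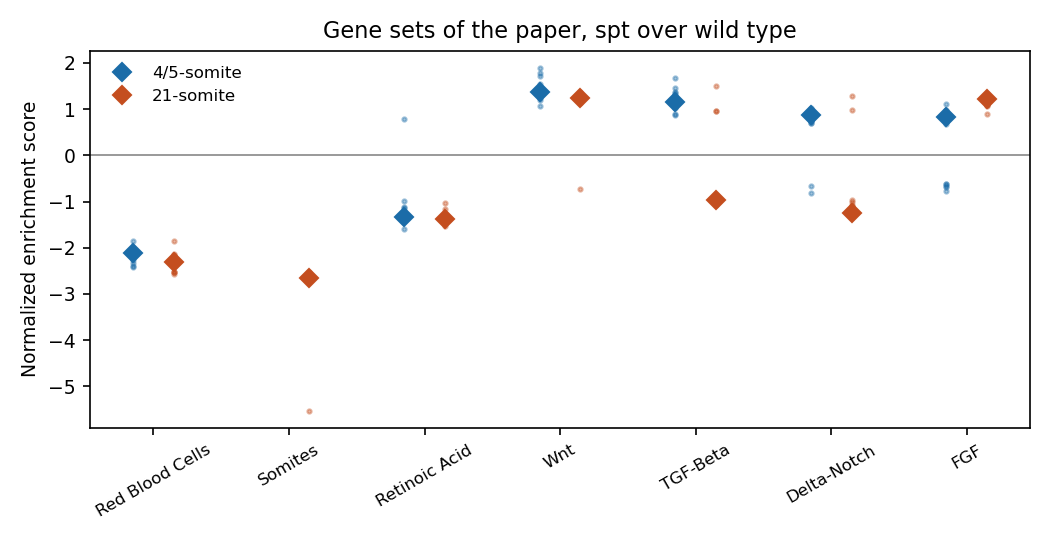
Normalized enrichment score of each list of Additional file 1 at both stages, with diamonds for the settings described in the text and small dots for the alternatives. The red blood cell scores, and the somite scores at the 21-somite stage, lie below all others. Dots lie on both sides of 0 for Delta-Notch at both stages, for retinoic acid and FGF at the 4/5-somite stage and for Wnt and TGF-β at the 21-somite stage.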

In summary, GSEA results from both 4/5- and 21-somite analyses share significant downregulation of the retinoic acid pathway as well as red blood cell genes, which serve as a positive control for the analyses; however, the two results differ in that the Wnt pathway is significantly upregulated in the 4/5-somite, but not in the 21-somite, analysis.

### Candidate Gene Identification and *In Situ *Hybridization

In addition to analyses of signaling pathway sensitivity to the *spt *mutation, candidate gene identification analyses were performed to search for individual downstream target genes of *tbx16 *involved in mesoderm development, either linked to or outside of Wnt and retinoic acid signaling, as well as to explore the reliability of the microarray results. 

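At the paper's thresholds, an unadjusted p under 0.05 and a fold of at least 1.5, 899 probe sets differed at the 4/5-somite stage with limma, 476 higher and 423 lower in spt. With only the probe sets that reached a signal of 100 on most of the arrays, 10934 remained and 777 differed, 426 higher and 351 lower. Since none passed the adjusted threshold, the 5 with the smallest p in each direction are named here, among probe sets that met 3 conditions. They had exactly 1 gene symbol, groups of arrays that did not overlap, and a signal of at least 100 on every array of 1 genotype. Lower in spt were hbae3, dhrs9, egr2a, a transcription factor of the hindbrain and neural crest, the hematopoietic death receptor hdr, and the myeloid factor cebpa. The signal of egr2a was 421 ± 124 in wild type and 29.5 ± 2.96 in spt and that of hdr 302 ± 38.2 in wild type and 44.1 ± 2.78 in spt. Higher in spt were hdac6, a cytoplasmic deacetylase, sypl2b, rnf19a, znf740b and axin1. The signal of hdac6 was 92.2 ± 18.4 in wild type and 893 ± 277 in spt, with an adjusted p of 0.19 from limma, and sypl2b, rnf19a and znf740b went from 48.9 ± 14.4, 91.0 ± 16.5 and 56.6 ± 5.53 in wild type to 397 ± 126, 574 ± 115 and 361 ± 97.9 in spt. Their wild-type signals were under 100, so no fold is given. Errors are SDs over 2 and 3 arrays, and by chance 20% of probe sets do not overlap with groups of this size. A test with unequal variances gave 352 and 317 candidates without and with the filter. Without spt replicate 4 the counts were 1826 and 1321, and without wild-type replicate 1 the filtered count was 481. The 9 other splits of the 5 arrays gave a median of 455 and 362 candidates, a false discovery rate of 50.6% and 46.6%. The highest of them, with spt replicates 3 and 5 set against the other arrays, gave 1760 and 1505 candidates, more than the genotypes did, and 1 probe set past the adjusted threshold. Of the 182 and 112 probe sets in Additional file 3, all but 3 and 4 passed here, and all had the direction listed there. The study chose them on these arrays.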

Candidate gene analysis comparing wild-type and *spt *tissue at the 4/5-somite stage yielded 182 genes (median false discovery rate = 60.4%) and 112 genes (median false discovery rate = 59.8%) for unfiltered and filtered analyses, respectively. Candidate gene analysis comparing wild-type and *spt *tissue at the 21-somite stage yielded 239 genes (median false discovery rate = 3.8%) and 58 genes (median false discovery rate = 1.7%) for unfiltered and filtered analyses, respectively. 

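In the tail, 1086 probe sets had an unadjusted p under 0.05 and a fold of at least 1.25 with limma, 567 higher and 519 lower in spt. After the filter on signal, which kept 12836 probe sets, 972 differed, 506 higher and 466 lower. Besides the pronephric, blood and muscle genes already named, those that rose most among the 107 that passed the adjusted threshold included the tetraspanin tspan34b (2.13 (standard error 0.14)), ponzr1 (1.98 (standard error 0.22)), which acts in pronephros development, and the sodium-chloride transporter slc12a3, whose signal went from 288 ± 51.5 to 962 ± 159 (SD, n = 3 each). Among those that fell most were the globin hbbe3 (-4.37 (standard error 0.20)), the myosin light chain myl10 (-2.11 (standard error 0.26)) and the slow muscle troponin tnnt2c (-2.18 (standard error 0.33)). Of these, myl10 did not pass without wild-type replicate 2 (adjusted p = 0.0574 from limma), nor tnnt2c without wild-type replicate 2 or spt replicate 6 (adjusted p = 0.0769 without the former). A test with unequal variances gave 606 and 546 candidates without and with the filter. The 9 other splits of the 6 arrays gave a median of 523 and 417 candidates, or a false discovery rate of 48.2% and 42.9%. Splits that kept wild-type replicate 1 and spt replicate 4 in 1 group gave 1020 to 1907 candidates without the filter, and the others 17 to 523. The genotypes part these 2 arrays. The rate thus depends on the shared deviation of that pair and may be too high for the real comparison. None of the 9 splits gave a probe set past the adjusted threshold with limma. All 239 probe sets of the unfiltered list in Additional file 3 and 53 of the 58 of the filtered list passed the candidate thresholds here, and 95 and 55 passed the adjusted threshold. The study chose them on these arrays.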

A high FDR, such as that characterizing the 4/5-somite analysis, can signify either clean data with a distribution of p-values in which no more genes have p ≤ 0.05 than would be expected by chance (as is the case for the 4/5-somite analysis), or noisy data, which particularly impacts candidate selection based on p-values [44]. 

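An unadjusted p under 0.05 was found for 1116 of 15502 probe sets (7.20%) at the 4/5-somite stage with limma, where 775.1 are expected by chance. The share was 4.79% in a test with unequal variances and 17.1% without spt replicate 4. Among the probe sets with a small p were genes of blood, such as gata1a and cpox. The corresponding share in the tail was 7.44% with limma. Of the candidates at the paper's thresholds, 41 probe sets were lower in spt at both stages where 14.2 are expected (Fisher exact test, two-sided p = 9.88e-10), and 22 were higher at both where 17.4 are expected (p = 0.262). These tests count probe sets as independent units, although some measure the same gene, such as those of hbae3. The p-values therefore do not measure a spread between arrays or embryos. The log2 fold changes of the stages correlated at 0.127 across probe sets, which are not independent replicates.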

All gene lists are included in Additional file 3.

A subset of these candidates was screened by *in situ *hybridization to (1) perform semi-quantitative corroboration of the array results, and (2) further evaluate potential candidates for functional studies (presented elsewhere) based on expression domains. A total of 48 genes were screened, 41 of which were identified by the 4/5-somite array analyses, six of which were identified by the 21-somite array analyses, and one of which was identified by both; our emphasis on the 4/5-somite array analyses reflects both the significant GSEA results for Wnt and retinoic acid signaling as well as the extremely high false-discovery rate of the candidate gene analysis. 

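The genes chosen for in situ hybridization had lower array signals in spt at the stage they came from. At the 4/5-somite stage the log2 fold changes of the 42 genes ran from -4.36 for BI430182, an expressed sequence with no gene symbol, whose value depends on the pseudocount because 2 of its 3 spt arrays are at background, to -1.23 for a probe set shared by calm1a and other calmodulin copies, with a median of -1.65. Unadjusted p under 0.05 was reached by 39 of them with limma, and none passed the adjusted threshold. In the tail the 7 genes ran from -2.57 for aldh1a2 to -0.75 for bmp3. The ratio of group means could be set beside the fold of Table 1 in 49 cases, and all had the same sign, with a median difference of 0.314% and a largest difference of 4.94%. The study chose the genes for low signal in spt on these arrays, so their direction is not independent evidence.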

Genes downregulated in *spt *were chosen because of the demonstrated roles of T-box genes as transcriptional activators [45,46]; fold-changes for differential expression between *spt *and wild-type ranged from -1.68 to -16.67 among the 48 genes. *In situ *hybridization results confirm a high false-positive rate for the 4/5-somite microarray and a low false-positive rate for the 21-somite microarray; "false-positive" is defined as significantly lower expression in *spt *compared to wild-type embryos in the intermediate mesoderm (for the 4/5-somite microarray) or the tail paraxial mesoderm (for the 21-somite microarray) detected by microarray analysis but not by *in situ *hybridization. We note that we did not include any compound in our FACS sorting to exclude 100% of dead and dying cells (e.g. propidium iodide), which may have contributed to the high false-positive rate of the 4/5-somite microarray; however, we did use the FS vs. SS morphology profile, which allowed the exclusion of many such unwanted cells.

#### *In Situ *Hybridization of 4/5-Somite Array Candidates

We performed *in situ *hybridization with embryos at the 3-6-somite stage for 42 genes chosen from the 4/5-somite microarray results (Table 1). 

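On the arrays, the 11 genes with reduced expression by in situ hybridization, which include the blood regulators drl and cebpa and the heme synthesis enzyme hmbsa, had a median log2 fold change of -2.25 (range -4.36 to -1.23) and a median wild-type signal of 1729. The lowest value is that of BI430182, which is at background on 2 of the 3 spt arrays, so its size depends on the pseudocount. The 14 genes of Category A, with equal expression in both genotypes, had a median of -1.76 (range -2.77 to -1.26) and a median wild-type signal of 762. For the 6 genes of Category B the median was -1.57, for the 8 of Category C -1.65 and for the 3 of Category D -1.39, with median wild-type signals of 624, 1101 and 489. Within each category every gene had a lower signal in spt. At an unadjusted p under 0.05 with limma there were 11, 14, 6, 6 and 2 genes of these categories, in the order given. All were chosen for low signal in spt on the same arrays, and no test of a difference between the categories was made.

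**Figure D3:**
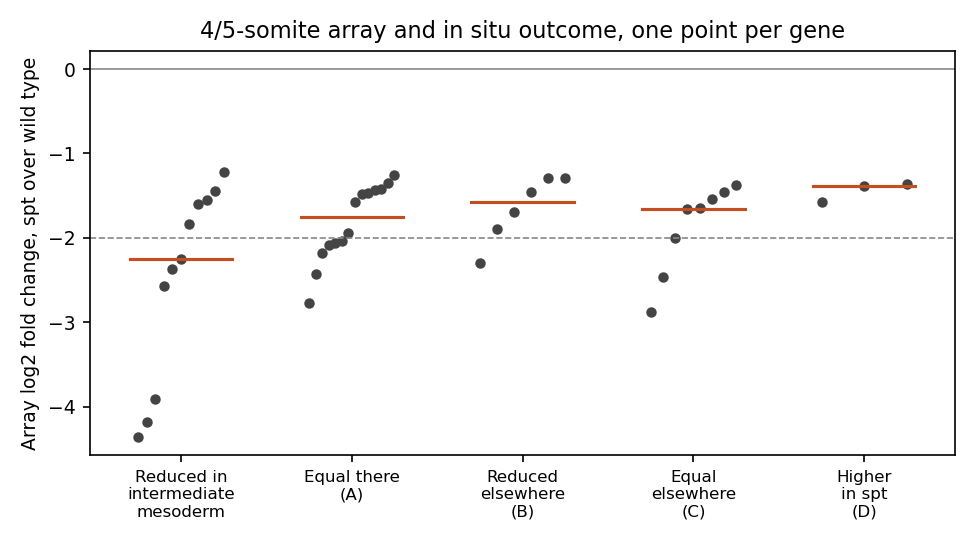
Log2 fold change (spt over wild type) on the 4/5-somite arrays for the 42 genes screened by in situ hybridization, with 1 point per gene, grouped by in situ outcome. Red bars are medians and the dashed line marks a 4-fold difference (log2 of -2), which 15 of the 42 genes reach, among them 6 of the 11 reduced genes.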

Twenty-six percent (11/42) of the genes identified as downregulated in *spt *intermediate mesoderm by the 4/5-somite array analysis were also shown to have reduced expression in *spt *intermediate mesoderm by *in situ *hybridization (Table 1, lines 1-11; Figure 1); 33% (14/42) were shown to have equivalent expression between wild-type and *spt *intermediate mesoderm (Table 1, Category A); 14% (6/42) were shown to have lower expression in *spt *than in the wild type, but expression was only detected outside of the intermediate mesoderm (Table 1, Category B); 19% (8/42) were shown to have equivalent expression between *spt *and the wild type, but expression was only detected outside of the intermediate mesoderm (Table 1, Category C); and 7% (3/42) were shown to have higher expression in *spt *than in the wild type, contrary to the array results (Table 1, Category D). We note that RNA amplification can double the relative noise in microarray analyses by distorting expression ratios between control and experimental tissues [47]; thus, we cannot be sure that all downregulated genes identified by the array would have sufficiently different expression levels between wild-type and *spt *tissues to be detectable by *in situ *hybridization. Because of this, Category A and C genes do not clearly refute the array results, although they do not corroborate them, either. Category B and C genes, which do not show discernible expression in the intermediate mesoderm by *in situ *hybridization, may reflect imperfect cell sorting; however, Category B genes have reduced expression in *spt*, consistent with the array results. Category D genes are inconsistent with the array results. Taken together, these *in situ *results confirm a high false-positive rate for the array analysis. However, the false positive rate begins to decline as fold-change increases above 4-fold. This suggests that accuracy of the 4/5-somite intermediate mesoderm microarray analysis improves for larger fold-changes. 

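Of the 15 genes with at least a 4-fold lower array signal in spt, 6 (40.0%) had reduced expression by in situ hybridization, among them cebpa, drl, BI430182 and hmbsa. Of the 27 genes under 4-fold there were 5 (18.5%). The difference did not pass a Fisher exact test (two-sided p = 0.158). With 64 added to each signal the p was 0.0109, without wild-type replicate 1 it was 0.0343 and without spt replicate 5 it was 0.0491. Without spt replicate 3 it was 0.699, so the call depends on which arrays and which pseudocount are used. With the folds as Table 1 gives them, 6 of 12 genes stood against 5 of 30 (p = 0.0491 by the same exact test).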

Noise preferentially impacting smaller fold-changes, particularly if it is directionally unbiased, is less likely to mislead GSEA, which focuses on detecting gene sets that are over-represented at the extremes of the overall fold-change distribution in a dataset [28]. In total, three lines of evidence suggest the presence of detectable signal in the 4/5-somite dataset, despite such high levels of noise: (1) downregulation of our positive control gene set (red blood cell-specific genes) was highly significant; (2) false-positives declined as fold-changes increased above 4-fold, indicating that our 4/5-somite array analyses can more accurately detect larger fold-changes; and (3) independent lines of evidence from other experimental systems are also beginning to link Wnt signaling with blood formation [48-50]. These results confirm that GSEA can identify broader patterns of coordinated gene expression, despite low signal and/or significant noise in microarray data [27,28].

Despite the noise associated with candidate gene selection, our *in situ *hybridization results confirm specific intermediate mesoderm expression of *cebpa *(Figure 1c-d') [51] and *drl *(Figure 1e-f') [37]. 

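The transcription factor cebpa, which directs myeloid differentiation, had a signal of 1639 ± 176 (SD, n = 2) in wild type and 95.3 ± 23.4 (SD, n = 3) in spt intermediate mesoderm, a log2 fold change of -3.91 (standard error 0.31). The zinc finger gene drl, which is expressed in blood and endothelial precursors, went from 2045 ± 173 to 124 ± 113, or -4.18 (standard error 0.70). Neither passed the adjusted threshold with limma (adjusted p = 0.091 and 0.345), although the spt arrays lay below the wild-type arrays for both.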

We also report specific intermediate mesoderm expression of *BI430182 *(Figure 1a-b'), *hmbsa *(Figure 1g-h'), *gtpbp1 *(Figure 1i-j'), and *calm1a *(Figure 1k-l'), whose intermediate mesoderm expression at the 3-6-somite stage was not previously revealed. 

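For BI430182 the mean signal was 2136 ± 115 (SD, n = 2) in wild type. On the spt arrays it was 15.5, 1082 and 17.1, so 1 array stood at about the middle of the wild-type level and the others at background. The enzyme hmbsa, the third step of heme synthesis, had 1045 ± 71.3 in wild type and 221 ± 100.2 in spt. For gtpbp1, a GTP-binding protein, the signal was 2706 ± 91.7 in wild type and 928 ± 213 in spt, a log2 fold change of -1.55 (standard error 0.32). The probe set shared by calm1a and other calmodulin copies, which bind calcium, had a log2 fold change of -1.23 (standard error 0.44). It cannot tell the copies apart.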

In all six cases, expression is reduced in *spt*, suggesting that they are downstream targets of *tbx16*. Five of these six genes were not previously understood to function downstream of *tbx16*, while a sixth (*drl*) has previously been implicated to act downstream of *tbx16 *in red blood cell specification in the zebrafish intermediate mesoderm [22]. In addition, we report expression domain data for 11 genes whose expression has not previously been reported, six of which are also novel downstream targets of *tbx16*: (1) *zgc*:*171560*, (2) *zgc:112524*, (3) *zgc:92345*, and (4) *zgc:110288 *have ubiquitous expression domains and are novel downstream targets of *tbx16 *with reduced expression in *spt*. 

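All of these probe sets had lower signals on each spt array than on each wild-type array. By chance, 20% of probe sets do not overlap with 2 and 3 arrays, counting both directions. Their unadjusted p with limma ran from 4.37e-05 for cebpa to 0.0482 for BI430182. The genes were chosen by the study on these arrays. From their reduced expression, the paper proposes that they act downstream of tbx16.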

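Of the ubiquitous genes with lower array signal, zgc:171560, now named atp5mea after a subunit of the mitochondrial ATP synthase, had 3562 ± 534 in wild type and 747 ± 679 in spt (SD, n = 2 and 3). The log2 fold changes were -1.84 (standard error 0.39) for zgc:112524, -1.60 (standard error 0.38) for zgc:92345 and -1.44 (standard error 0.36) for zgc:110288, now named znhit1, ciao2b and fcf1. None passed the adjusted threshold with limma.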

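The signal of atp6v1e1, a subunit of the proton pump that acidifies vesicles, was 506 ± 33.2 (SD, n = 2) in wild type and 198 ± 21.1 (SD, n = 3) in spt, a log2 fold change of -1.29 (standard error 0.25) with an adjusted p of 0.464 from limma.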

(5) *atp6v1e1 *is expressed in the polster and neuroectoderm and is a novel downstream target of *tbx16 *with reduced expression in *spt*. 

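On the arrays LOC568423, now named cox14 after a factor for the assembly of cytochrome oxidase, had a lower mean in the sorted spt cells, 481 ± 5.66 (SD, n = 2) in wild type against 197 ± 106 (SD, n = 3), with a log2 fold change of -1.39 (standard error 0.57). The unadjusted p from limma was 0.0561.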

(6) *LOC568423 *has ubiquitous expression and is a novel downstream target of *tbx16 *with increased expression in *spt*. 

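Array signals in the sorted cells were lower in spt for zgc:136864, with 1821 ± 75.5 in wild type and 304 ± 203 in spt (SD, n = 2 and 3) and a log2 fold change of -2.77 (standard error 0.69). For zgc:153587, now gfod2, the log2 fold change was -2.04 (standard error 0.29). The co-chaperone dnajc21, which takes part in ribosome assembly, had -1.43 (standard error 0.32), and zgc:153390, now mrps6 of the mitochondrial ribosome, -1.35 (standard error 0.48).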

(7) *zgc:136864*, (8) *zgc:153587*, (9) *dnajc21*, and (10) *zgc:153390 *have ubiquitous expression domains with no apparent expression perturbation in *spt *detectable by *in situ *hybridization. (11) *LOC798291 *is expressed in paraxial mesoderm with no apparent expression perturbation in *spt *detectable by *in situ *hybridization. 

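The signal of LOC798291, now annotated as atp5f1e of the mitochondrial ATP synthase, was 2545 ± 307 in wild type and 1015 ± 406 in spt (SD, n = 2 and 3) in the sorted cells. Its log2 fold change was -1.38 (standard error 0.41), with an adjusted p of 0.634 from limma.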

Finally, we report seven additional genes whose wild-type expression was previously known, but that we reveal to be downstream targets of *tbx16*: (1) *pdap1 *is expressed in the polster and is a novel downstream target of *tbx16 *with reduced expression in *spt*. 

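The sorted cells gave a signal for pdap1 of 743 ± 32.4 (SD, n = 2) in wild type and 164 ± 111 (SD, n = 3) in spt. The log2 fold change was -2.30 (standard error 0.64) and did not pass with limma (adjusted p = 0.62).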

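For pinx1, which inhibits telomerase, the signal in sorted cells was 1428 ± 116 (SD, n = 2) in wild type and 436 ± 81.8 (SD, n = 3) in spt, a log2 fold change of -1.69 (standard error 0.33) with an adjusted p of 0.465 from limma.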

(2) *pinx1 *is expressed in the polster, neuroectoderm, and paraxial mesoderm and is a novel downstream target of *tbx16 *with reduced expression in *spt*. (3) *exosc4 *is expressed in the paraxial mesoderm and is a novel downstream target of *tbx16 *with reduced expression in *spt*. 

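The exosome subunit exosc4, part of the complex that degrades RNA, had 1888 ± 277 in wild type and 601 ± 486 in spt (SD, n = 2 and 3), with a wide spread between the spt arrays. Its log2 fold change was -1.89 (standard error 0.67).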

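In sorted cells zgc:56136 had 398 ± 80.6 in wild type and 143 ± 71.7 in spt, and znf593, a zinc finger protein of ribosome assembly, had 375 ± 30.3 in wild type and 152 ± 69.5 in spt (SD, n = 2 and 3). The log2 fold changes were -1.45 and -1.29 with standard errors of 0.41 and 0.38.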

(4) *zgc:56136 *is expressed in the neuroectoderm and is a novel downstream target of *tbx16 *with reduced expression in *spt*. *(5) znf593 *is expressed in the neuroectoderm and paraxial mesoderm and is a novel downstream target of *tbx16 *with reduced expression in *spt*. 

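The receptor s1pr1, which binds sphingosine-1-phosphate, had a lower mean array signal in the sorted spt cells, at 489 ± 4.84 (SD, n = 2) in wild type and 173 ± 112 (SD, n = 3) in spt. The log2 fold change was -1.58 (standard error 0.51).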

(6) *s1pr1 *is expressed in the neuroectoderm and tail bud and is a novel downstream target of *tbx16 *with increased expression in *spt*. 

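For hoxa11a, a posterior Hox gene, the array signal in sorted cells was 610.0 ± 47.0 (SD, n = 2) in wild type and 247 ± 133 (SD, n = 3) in spt, a log2 fold change of -1.36 (standard error 0.46). Other Hox genes of the tailbud list had the opposite sign, with 1.13 for hoxb8a and 2.04 for hoxb10a.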

(7) *hoxa11a *is expressed in the tail bud and is a novel downstream target of *tbx16 *with increased expression in *spt*. We note that our current analysis cannot distinguish between differential expression in the *spt *mutant caused by different expression levels in the same number of cells or different numbers of cells expressing such genes at the same level. In summary, our *in situ *hybridization results reveal that candidate selection based solely on p-values for RNA amplified from a few (50-100) intermediate mesoderm cells at the 4/5-somite stage yields high false positive rates, although interesting candidate genes were still identified for follow-up using expression data. Overall trends toward increased accuracy with higher fold-changes suggest that more global analyses of coordinated gene expression (e.g. GSEA) are still likely to be able to extract meaningful biological signal from such data; the detection of our positive control (red blood cell) gene set by GSEA further corroborates this.

#### *In Situ *Hybridization of 21-Somite Candidates

We performed *in situ *hybridization with embryos at the 21-somite stage for six genes chosen from the 21-somite microarray results: *aldh1a2*, *rcan3*, *bmp3*, *hsp90a.1*, *unc45b*, and *fgfrl1a *(Table 1, Figure 2). Such results identify a specific expression domain within the paraxial mesoderm for *bmp3*, whose whole-embryo expression has not previously been reported (Figure 2e-f). In addition, we confirm paraxial mesoderm expression in *aldh1a2 *(Figure 2a-b) [41], *rcan3 *(Figure 2c-d) [52], *hsp90a*.1 (Figure 2g-h) [42,53], *unc45b *(Figure 2i-j) [54], and *fgfrl1a *(Figure 2k-l) [52]. 

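The growth factor bmp3 had a signal of 958 ± 105 (SD, n = 3) in wild-type tails and 568 ± 115 (SD, n = 3) in spt tails, a log2 fold change of -0.75 (standard error 0.18). It did not pass the adjusted threshold with limma over all probe sets (adjusted p = 0.169).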

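Of the genes screened in the tail, hsp90a.1, unc45b and rcan3 fell. The signal of the chaperone hsp90a.1 went from 4400.1 ± 272 (SD, n = 3) to 1969 ± 280.3 (SD, n = 3) and that of its partner unc45b, which folds myosin, from 2395 ± 218 to 988 ± 149. Their log2 fold changes were -1.16 (standard error 0.12) and -1.27 (standard error 0.15), with adjusted p of 0.0035 and 0.00527 from limma. The calcineurin regulator rcan3 fell from 591 ± 85.1 to 213 ± 35.6 (adjusted p = 0.00834). Without wild-type replicate 1 and spt replicate 4, a choice made after seeing the data, neither unc45b (adjusted p = 0.0907 from limma) nor rcan3 passed.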

For all six candidate genes, *in situ *hybridization results corroborate the microarray results in that the tail mesoderm expression in *spt *is lower than its counterpart in the wild type. 

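The receptor-like gene fgfrl1a had a signal of 1337 ± 75.8 (SD, n = 3) in wild type and 759 ± 111 (SD, n = 3) in spt, a log2 fold change of -0.81 (standard error 0.15) that did not pass with limma (adjusted p = 0.0623). For each of the 6 genes every spt array lay below every wild-type array, where by chance 10% of probe sets do not overlap with 3 and 3 arrays, counting both directions. As the study chose the genes on these arrays, that is not independent evidence. From the match of array and in situ hybridization, the paper concludes that these genes act downstream of tbx16.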

To our knowledge, this study is the first to report that five of these genes are downstream of *tbx16*; the sixth (*aldh1a2*) was recently shown to be regulated by *tbx16 *and *ntl *based on genomic analyses of T-box binding site sequences [19]. In summary, we have identified six genes acting downstream of *tbx16 *in the posterior mesoderm at the 21-somite stage, only one of which (*aldh1a2*) is embedded within a more globally disrupted signaling pathway (retinoic acid signaling).

**Figure 2:**
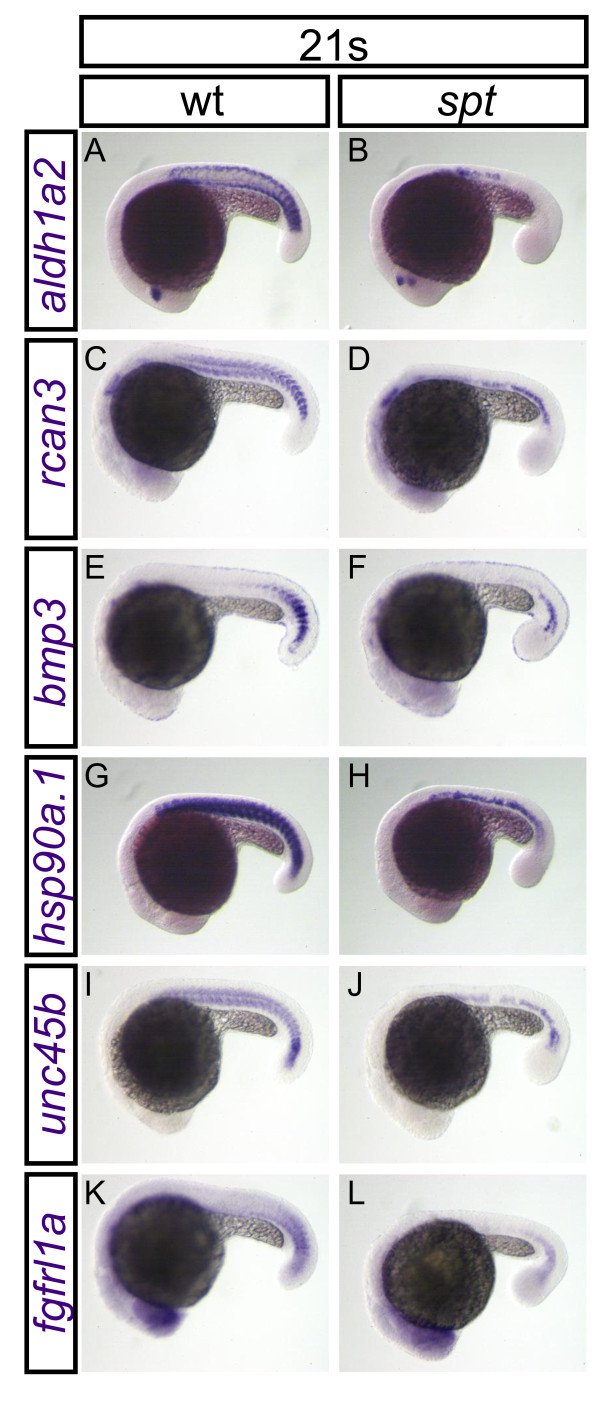
**Expression of validated candidate genes from the 21-somite microarray**. Changes in the expression of *aldh1a2 *(A, B), *rcan3 *(C, D), *bmp3 *(E, F), *hsp90a*.1 (G, H), *unc45b *(I, J) and *fgfrl1a *(K, L) were visualized using whole mount *in situ *hybridization in wild-type embryos (A, C, E, G, I and K) and *spt *embryos (B, D, F, H, J and L). All embryos are shown in lateral view with anterior to the left. All embryos were fixed at the 21-somite stage.

As a final exploration of our microarray data, we compared our results with those of another microarray analysis of downstream targets of *tbx16 *that used RNA extracted from whole embryos at 75% epiboly and the Compugen/Sigma-Genosys oligo library [19]. We examined ten genes/probes that were present on both the Compugen and Affymetrix arrays and were shown to be downregulated in *spt *by the Garnett et al (2009) [19] study: *her1*, *pcdh10b*, *egln3*, *wu:fb53f04*, *efnb2b*, *tbx6*, *mespa*, *pcdh8*, *myf5*, and *msgn1*. Although our studies examined different developmental stages and tissues, we expect some consistency between these two datasets. In our 21-somite results, eight of these ten genes are downregulated in *spt*, consistent with Garnett et al. [19]: *her1*, *tbx6*, *mespa*, *myf5*, and *pcdh8 *(all at p ≤ 0.05), *msgn1 *(p = 0.07), *pcdh10b *(p = 0.12) and *efnb2b *(p = 0.7). 

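Genes of the presomitic mesoderm were lower in the spt tail. The segmentation clock gene her1 fell from 852 ± 152 (SD, n = 3) to 355 ± 43.6 (SD, n = 3) and mespaa, which acts at the boundary of forming somites, from 435 ± 43.0 to 209.5 ± 10.2. The log2 fold change of her1 was -1.22 (standard error 0.18), and the adjusted p were 0.0192 and 0.018 from limma. Neither passed when any of wild-type replicates 1 and 2 or spt replicates 4, 5 and 6 was left out (adjusted p of up to 0.162 from limma). The regulator msgn1 had a log2 fold change of -0.87 (standard error 0.16), the muscle factor myf5 of -0.70 (standard error 0.14) and the T-box gene tbx6 of -0.69 (standard error 0.22). For the protocadherins pcdh8 and pcdh10b the values were -0.80 (standard error 0.22) and -1.07 (standard error 0.29). Their unadjusted p with limma were 0.000438, 0.000665, 0.0128, 0.00587 and 0.00507. The ephrin ligand efnb2b had -0.21 (standard error 0.14) with an unadjusted p of 0.154 from limma. Of 9 genes with a probe set, 8 were thus lower, 7 at an unadjusted p under 0.05, or 4 in a test with unequal variances.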

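In the tail the prolyl hydroxylase egln3, which senses oxygen, had a signal of 158 ± 5.84 (SD, n = 3) in wild type and 198 ± 19.5 (SD, n = 3) in spt. Its log2 fold change was 0.29 (standard error 0.14), with an unadjusted p of 0.0671 from limma. No probe set could be matched to wu:fb53f04, so that gene was not analysed here.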

The remaining two genes -- *egln3 *and *wu:fb53f04 *-- were upregulated (p = 0.09) and not differentially expressed (p = 0.13), respectively. However, we note that *efnb2b*, *egln3*, and *wu:fb53f04 *were not present on our filtered gene list, indicating that they are expressed at extremely low levels at the 21-somite stage in the specific tissues we examined. Thus, the differences between our results and those of Garnett et al. may reflect differences in wild-type expression levels between the different developmental stages examined (75% epiboly and the 21-somite stage). 

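With a filter on signal alone, all 9 matched genes were kept at the 21-somite stage. The signal of egln3 was above 100 on every array, and efnb2b read 1369.5 in wild type on the brighter of its probe sets and 433 on the other. The paper's filter also used absent calls, which were not used here.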

Published expression data are consistent with this; *egln3 *is not expressed at the 21-somite stage [52]. To our knowledge, no relevant expression data exist for *wu:fb53f04 *or *efnb2b*. 

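In the sorted cells 5 of the 9 matched genes were kept by a filter on signal at the 4/5-somite stage. They included tbx6, msgn1, pcdh10b and efnb2b. The segmentation genes her1 and mespaa had wild-type signals of 64.0 and 65.2, and pcdh8 of 80.3, all below the filter's minimum of 100. For egln3 the log2 fold change was 0.79 (standard error 0.69), from 47.5 in wild type.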

In our 4/5-somite results, six of the ten genes were not present on the filtered gene list, again suggesting that such genes are not expressed in the intermediate mesoderm at this developmental stage; to our knowledge, no definitive evidence of intermediate mesoderm expression exists for these six genes. Of the remaining four genes, two are downregulated in *spt*, consistent with Garnett et al. (2009): *tbx6 *(p = 0.4) and *msgn1 *(p = 0.3). 

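The signal of msgn1, a regulator of presomitic mesoderm, was 431 ± 261 (SD, n = 2) in sorted wild-type cells and 113 ± 11.6 (SD, n = 3) in spt, a log2 fold change of -1.66 (standard error 0.41) with an unadjusted p of 0.00914 from limma, and 0.335 in a test with unequal variances. That of tbx6 was 365 ± 27.9 and 253 ± 94.2, with a log2 fold change of -0.56 (standard error 0.36) and an unadjusted p of 0.179 from limma.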

The remaining two are upregulated: *pcdh10b *(p = 0.59) and *wu:fb53f04 *(p = 0.11). This discrepancy may reflect (1) noise in our 4/5-somite microarray data, or (2) biological differences in the effects of *spt *on these targets at different developmental stages and/or in different tissues. 

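The protocadherin pcdh10b had a log2 fold change of 0.24 (standard error 0.69) with an unadjusted p of 0.74 from limma, so its direction was not resolved. No value is given for wu:fb53f04, which was not matched.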

In summary, our study and that of Garnett et al. partially corroborate one another, although more detailed analysis of wild-type expression of the Garnett et al. candidates in the tissues we examined would be required to fully integrate our results. More generally, studies looking at downstream targets of *tbx16 *throughout development using a variety of techniques will be required to gain a comprehensive understanding of *tbx16*'s role in mesoderm development.

## Discussion

### *tbx16/spt *and Wnt Signaling

To our knowledge, our results are the first to specifically demonstrate that Wnt signaling lies downstream of *tbx16*. More generally, such results are broadly consistent with several recent studies examining Wnt signaling, T-box genes, and blood development. Analyses identifying direct targets of both *tbx16 *and its close T-box family members *ntl *and *bra *[19,20] have confirmed that *tbx16 *and Wnt co-regulate gene expression that drives mesoderm development [55]. Using microarray analyses of RNA from *tbx16 *and *ntl *morpholino-injected embryos at 75% epiboly, in combination with binding site prediction and genome searches, Garnett et al. (2009) [19] identified another T-box gene, *tbx6*, as a direct target of both *tbx16 *and *ntl*. Notably, the *tbx16 *and *ntl *binding sites were interspersed with Tcf/Lef-binding sites that are crucial for *tbx6 *expression to be responsive to Wnt signaling [56]. Thus, *tbx6 *is directly regulated by both *tbx16 *and Wnt signaling, as well as *ntl*; other putative *tbx16*/Wnt co-regulated targets were also identified, although their detailed investigation has not yet been carried out [19]. Martin and Kimelman (2008) revealed positive regulatory feedback between *ntl/bra *and canonical Wnt signaling in zebrafish mesoderm progenitors, demonstrating another interaction between canonical Wnt signaling and T-box genes. We have identified a novel way in which *tbx16 *and Wnt signaling interact, contributing to the emerging picture of T-box/Wnt interactions that regulate gene expression in the developing mesoderm.

Wnt signaling plays several known roles during the development of red blood cells, acting on different cell populations at stages spanning mesoderm induction to primitive erythroid specification. Such roles have been documented in zebrafish and other organismal and embryonic stem cell (ES) experimental systems [49,50,57]. Lengerke et al. (2008) showed that, in murine ES cells and zebrafish, Wnt signaling, in conjunction with BMP, activates the Cdx-Hox pathway and that this BMP -- Wnt -- Cdx -- Hox sequence is required for hemangioblast specification [48]. Similarly, Nostro et al. (2008) demonstrated that canonical Wnt signaling, BMP signaling, and Activin/Nodal signaling work in concert to specify Flk1+ mesoderm (which includes hemangioblast cells) in murine ES [49]. Most relevant to our results, they also found that Wnt signaling, in the context of VEGF stimulation, plays an indispensable role in the specification of primitive erythroid progenitors from Flk1+ cells; in contrast, neither BMP nor Activin/Nodal signaling was required at this stage [50]. Cheng et al. (2008) also demonstrated that canonical Wnt signaling is required for the establishment of the primitive erythroid lineage from the hemangioblast and that Notch signaling inhibits primitive erythroid development by inhibiting the Wnt pathway [47]. Taken together, these studies underscore the important point that Wnt signaling acts multiple times on different cell populations during development of primitive red blood cells.

Identifying and integrating all roles for Wnt signaling during hematopoiesis into a larger regulatory network that includes additional pathways (e.g. *trf3 *-- *mespa *-- *cdx4 *[58]) and individual hematopoietic genes (e.g. *gfi1.1*, *survivin *[59,60]) remains an important goal [61,62]. Embryonic stem cell studies allow the identification of Wnt pathway effects at discrete time points in development; however, our microarray analysis targeting a specific tissue (the intermediate mesoderm) at a specific developmental stage (4/5-somites) allows even finer-scale analysis because we can map Wnt pathway activity to specific tissue types *in vivo*. This allows us to integrate additional types of developmental data with microarray and ES results to generate more refined hypotheses that address both temporal and spatial aspects of *tbx16 */Wnt function in the developing embryo. For example, cell transplantation studies in zebrafish embryos have demonstrated that (1) the embryonic microenvironment for red blood cell formation in the intermediate mesoderm requires an interaction between intermediate mesoderm and the adjacent paraxial mesoderm, and (2) *tbx16 *is required cell-autonomously in the intermediate mesoderm in order to properly respond to the paraxial mesoderm signal [22]. Existing expression data in zebrafish suggest the hypothesis that the BMP -- Wnt -- Cdx -- Hox pathway identified by Lengerke et al. (2008) [48] may correspond to some aspect of paraxial mesoderm signal production (or competence enabling signal production) in zebrafish. Specifically, *cdx4 *and *cdx1a*, the caudal type homeobox transcription factors involved in primitive hematopoiesis in zebrafish, are both primarily expressed in the paraxial mesoderm [63,64], as are the posterior *hox *genes under the transcriptional regulation of the *cdx *genes [64]. In contrast, the *tbx16-*dependent Wnt signaling identified by our GSEA analysis is likely part of the response to this as-yet-unknown signal in the intermediate mesoderm and may correspond to the Wnt-dependent transition from Flk1+ cells to erythroid progenitors identified in murine ES cells [48,50]. Additionally, Garnett et al. (2009) [19] identified *cdx4 *as a putative target of *tbx16 */Wnt co-regulation, which suggests the hypothesis that *tbx16 *may be part of the BMP -- Wnt -- Cdx -- Hox pathway [49] that may function in zebrafish paraxial mesoderm. Because *spt *embryos lack trunk paraxial mesoderm, transplantation studies have been unable to ascertain whether *tbx16 *functions in the trunk paraxial mesoderm beyond controlling the correct migration of precursor cells during gastrulation to include any more direct role(s) in signal production [22]. Other types of experimental manipulations will be required to rigorously test the hypothesized roles for *tbx16 *and Wnt signaling in both paraxial mesoderm signal production and intermediate mesoderm signal reception generated by incorporating our microarray results with other developmental genetic, genomic, and ES studies.

In summary, previous research has suggested (1) a role for Wnt signaling in specification of both the hemangioblast and the primitive erythroid progenitor lineage, as well as (2) combined regulatory interactions between *tbx16 *and Wnt during diverse stages of mesoderm development. Our results suggesting that *tbx16 *regulates Wnt signaling during the specification of red blood cell progenitors in the zebrafish intermediate mesoderm are thus consistent with previous studies, but add a new level of detail. Such detail was made possible through gene expression analyses targeted to a specific tissue and developmental stage, informed by cell transplantation studies in live embryos. Thus, embryological manipulation and genomics can be integrated to generate novel insights in developmental genomics.

Our GSEA looked for effects of *spt *on a set of genes that included both canonical and non-canonical Wnt pathway members; thus, we tested the effects of *tbx16 *on both canonical and non-canonical Wnt signaling simultaneously. The results demonstrate that both canonical and non-canonical pathways are disrupted. 

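Ligands and receptors of both branches of the pathway were on the array. Of those linked to the canonical branch, a probe set shared by copies of wnt8 had an unadjusted p of 0.00529 from limma, and fzd10 had a log2 fold change of 0.66 (standard error 0.30) on the brighter of its probe sets and 0.00 on the other. Of those linked to the non-canonical branch, the ligand wnt11 was not higher, with 158 in wild type, 126 in spt and a log2 fold change of -0.27 (standard error 0.52). The receptor fzd7b had 0.00 (standard error 0.17) on the dimmer of its probe sets and 0.92 (standard error 0.51) on the other. The unadjusted p of fzd7a was 0.0075. None of these genes passed the adjusted threshold, so neither branch was called by single genes, and the branches were not tested apart.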

More specifically, the leading edge subset of genes, whose expression levels drive the signal of Wnt upregulation in *spt*, contains Wnt ligands and Frizzled receptors implicated in both signaling pathways (e.g. canonical *wnt8 *and *fzd10*, non-canonical *wnt11 *and *fzd7*). These results, too, are consistent with recent ES studies implicating both canonical and non-canonical Wnt signaling during hematopoiesis. Vijayaragavan et al. (2009) revealed a role for non-canonical Wnt signaling in human ES during Stage I of hematopoiesis, which encompasses hemangioblast formation, as well as canonical Wnt signaling during Stage II, which includes formation of committed hematopoietic progenitors; other studies have also demonstrated early roles for non-canonical Wnt signaling during blood formation [65,66]. More generally, work continues to demonstrate that many pathway members act in both canonical and non-canonical signaling [67-69], suggesting that the traditionally separate canonical and non-canonical Wnt signaling pathways are better represented as an integrated Wnt signaling network [62,70]. Thus, our finding that both canonical and non-canonical components are impacted in *spt *intermediate mesoderm is not surprising and may lend support to an integrated Wnt signaling network acting in zebrafish hematopoiesis.

Although our GSEA results revealed an upregulation of Wnt pathway/network components, predicting the effects of such upregulation on Wnt target genes is not straightforward. Within any signaling network, individual components have very different effects on downstream target gene expression; both activators and inhibitors exist, and components are integrated through both positive and negative feedback loops [71-73] as well as more complicated, dynamic interactions [62]. Thus, our results should be interpreted as a demonstration that Wnt signaling is disrupted; more targeted analyses of expression and function of network components and downstream targets are required to elucidate the specific effects of Wnt signaling disruption on hematopoietic gene expression.

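In the tail at the 21-somite stage dab2 was the only gene of the Wnt list that rose, as given above. The canonical effector ctnnb1, a beta-catenin, had a log2 fold change of 0.28 (standard error 0.08) and the secreted inhibitors sfrp1a and dkk1b of 0.52 (standard error 0.17) and 0.46 (standard error 0.26). The Wnt target axin2 had 0.19 (standard error 0.16). None of them passed with limma, and 7 of the list's genes were higher and 1 lower at an unadjusted p under 0.05. Of 10 Wnt target genes 7 had higher and 3 lower values, and 1 fell when adjusted over the list alone (median 0.09, mean -0.03, adjusted p = 0.836 by camera).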

Wnt signaling is not significantly disrupted in the 21-somite tail tissue analysis. This finding is consistent with previous studies demonstrating that canonical Wnt signaling (specifically *wnt3a *and *wnt8*) is required for tail development in zebrafish [74]; given the relatively normal tail somites and presomitic mesoderm present in the *spt *mutant, relatively unperturbed Wnt signaling is not surprising. Furthermore, knocking out *wnt8 *expression in *spt *embryos results in the loss of all tail somites; this suggests that Wnt signaling necessary for posterior somite formation remains intact in *spt *mutants, although Wnt signaling, *tbx16*, and *ntl *interact to generate both trunk and tail mesoderm [55]. Finally, segmentation clock gene expression is intact in *spt *[16]; given the role of Wnt signaling in regulating the segmentation clock [75], intact Wnt signaling in posterior *spt *somites is not unexpected.

### *tbx16/spt *and Retinoic Acid Signaling

Our GSEA results are also broadly consistent with several studies linking *tbx16 *with retinoic acid signaling and intermediate mesoderm differentiation. Garnett et al. (2009), as did we, identified *aldh1a2*, an enzyme that catalyzes the synthesis of retinoic acid, as a likely direct target of *tbx16 *based on the large number of T-box binding sites upstream, and within the intronic sequences, of the gene [19]. Reduced expression of *aldh1a2 *in somitic and intermediate mesoderm has also been reported in both *spt *and *spt/ntl *mutant embryos [76]. Notably, recent studies have identified a prominent role for retinoic acid signaling, controlled by expression of *aldh1a2 *(synthesis) and *cyp26a1 *(degradation), in patterning the zebrafish pronephros, also derived from the intermediate mesoderm [77]. Such retinoic acid signaling is localized along the anterior/posterior axis by *cdx *genes [77]. The downstream targets of retinoic acid in the intermediate mesoderm, and how they contribute to specification of pronephric or hematopoietic fate, are just beginning to be understood [78,79]; BMP signaling has also been shown to contribute to hemato-vascular vs. pronephric fate commitment [80]. Our result that both retinoic acid and Wnt signaling are disrupted in *spt *intermediate mesoderm suggests the additional hypotheses that (1) retinoic acid regulates Wnt signaling, or that (2) Wnt regulates retinoic acid signaling; the latter has been shown previously in zebrafish during gastrulation [81] and patterning of the neuroectoderm [82]. Our result that retinoic acid signaling continues to be disrupted at the 21-somite stage in the developing tail somites is consistent with previous studies showing that *aldh1a2 *expression contributes to both somite size [83] and symmetry [84], as the anterior-most somites formed in *spt *are somewhat irregular [14]. More generally, our results suggest that the effects of *tbx16 *on retinoic acid signaling may persist both spatially and temporally throughout mesoderm differentiation in the developing embryo.

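The retinoic acid genes in the leading edge were not the same at the 2 stages. In the tail the leading edge found here was aldh1a2 alone, while in the sorted cells it comprised dhrs9, cyp26b1 and rxrbb. The degradation enzyme cyp26a1 was in neither. In the sorted cells its log2 fold change was 0.62 (standard error 0.56), at a wild-type signal below 100. Of the retinoic acid genes that Additional file 2 gives for the tail, which the study chose on these arrays, both had lower values and aldh1a2 alone passed the adjusted threshold with limma. The difference between stages was 3.04 (standard error 0.20, adjusted p = 0.000399) for dhrs9. Its log2 fold change was -3.16 in the sorted cells and -0.12 in the tail. The fit behind the difference takes 1 spread for both stages, and the 4/5-somite fit alone gave dhrs9 a standard error of 0.21. For aldh1a2 the difference was -2.87 (standard error 0.85, adjusted p = 0.251), which did not pass, and the difference was not called for the list (adjusted p = 0.520 by camera).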

The retinoic acid leading edge subsets of genes, whose expression levels drive the signal of retinoic acid signaling downregulation in both the intermediate mesoderm (4/5-somite stage) and tail (21-somite stage), contain both retinoic acid synthesis (e.g. *aldh1a2*, *rdh1l*) and degradation (e.g. *cyp26a1*) enzymes. Again, the specific effects of such perturbations on downstream targets of retinoic acid signaling are difficult to predict. Our results should be interpreted to reveal a general disruption of retinoic acid signaling in *spt*, the details of which will require further analyses of pathway and target gene expression and function.

## Conclusions

Our study examined the effects of the *spt *mutation on zebrafish embryonic gene expression profiles at two developmental stages and discrete embryonic locations (4/5-somite intermediate mesoderm and 21-somite anterior tail tissue) using microarrays. We performed both GSEA aimed at identifying disrupted signaling pathways as well as analyses to identify individual, differentially expressed genes between *spt *and wild-type tissue. Our results demonstrate that retinoic acid signaling is under the control of *tbx16 *at both developmental stages/tissues. In addition, we reveal that Wnt signaling is under the control of *tbx16 *in the zebrafish intermediate mesoderm at the 4/5-somite stage. This suggests a novel role for Wnt signaling in zebrafish primitive red blood cell formation, adding to an emerging picture of the many roles of Wnt signaling during hematopoiesis. We also identify novel *tbx16 *targets outside of both pathways. Our results contribute to a growing body of research aimed at identifying T-box target genes as well as elucidating the genetic regulation of embryonic red blood cell formation in vertebrates.

## Authors' contributions

All authors contributed to the design of the study. RLM performed the microarray experiments and analyses. CH performed the *in situ *hybridization experiments and analyses. All authors contributed to the writing of the manuscript and approved its final form. The authors declare no competing financial or other interests in relation to this work.

## Supplementary Material

Additional file 1 **Gene sets used for GSEA**. A spreadsheet listing all of the genes in all of the gene sets used for GSEA. Click here for file

Additional file 2 **Leading edge subsets**. A spreadsheet listing the leading edge subsets of genes resulting from GSEA for significantly up- or downregulated gene sets. ** indicates genes that were eliminated when genes present in multiple gene sets were excluded from analysis. Click here for file

Additional file 3 **Significantly differentially expressed genes between *spt *and wild-type**. A spreadsheet listing the significantly differentially expressed genes between spt and wild-type. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

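The arrays are Affymetrix Zebrafish Genome Arrays with a single colour, and 11 of them were used. At the 4/5-somite stage there were 2 wild-type and 3 spt arrays of amplified RNA from sorted intermediate mesoderm, and at the 21-somite stage 3 wild-type and 3 spt arrays of unamplified RNA from the middle tail. Genotype, stage and replicate of each array were taken from its label. The wild-type array that the authors excluded, the absent calls and the raw image files were not used here.

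The authors acquired and quantified the images with Affymetrix Microarray Suite (MAS5) 5.0 and deposited intensity values on a linear scale, with 1 value per probe set and array. These deposited values had already been scaled between arrays, and ratios of group means match the fold changes of Table 1 with a median difference of 0.314%. The methods name invariant set normalization for the candidate gene analysis, but no source states which scaling the deposited values carry, so that remains open. Nothing was pooled over replicates. The lowest and highest values were 0.08 and 20089.3.

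Of 15617 probe sets, 115 control probe sets were left out and 15502 were tested. The array annotation gives 10795 of these exactly 1 gene symbol, 135 several symbols and 4572 none, which makes 8796 named genes. A single symbol was updated through a gene table. Each stage was normalized on its own by quantiles, 16 was added to each signal, and log2 values were fitted with limma 3.58.1 (R 4.3.3) with a variance trend and no covariate. All adjusted p-values are from limma, by the method of Benjamini and Hochberg over all 15502 probe sets unless a sentence says that they were adjusted over a list alone. The threshold was 0.05. For candidate genes the thresholds of the paper were used, an unadjusted p under 0.05 with a fold of at least 1.5 at the 4/5-somite stage and 1.25 at the 21-somite stage, and the filter kept probe sets with a signal of at least 100 on most of the arrays of a stage. The difference between the stages was tested as an interaction in a fit of all 11 arrays, each stage normalized on its own. That fit takes 1 spread for both stages. Standard errors of log2 fold changes are from limma. Group means with SDs are of normalized signals.

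GSEA was run with purpose-written code, with exponent 1, 1000 gene set permutations and a q threshold of 0.10 over the 6 lists of the 4/5-somite stage or the 7 of the 21-somite stage. The signal-to-noise ratio had a floor for the SD at 0.2 of the mean. The code was tested on simulated data, where it called 2 of 2 planted sets and 0 of 8 others, and its enrichment scores were checked against gseapy 1.3.1. Other tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Camera and fry of limma tested the lists with the spread between arrays, and camera p-values, from limma like all others, were adjusted over the paper's lists of a stage or over the 20 lists described next. The paper's lists were tested with all their probe sets, and the others with the brightest probe set of each gene.

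These 20 lists of marker genes hold embryonic globins, heme synthesis, erythroid membrane and carbonic anhydrase, blood transcription factors, myeloid, endothelial, pronephros, presomitic and early paraxial mesoderm, myogenic regulation, muscle contraction, notochord, neural, epidermis and surface ectoderm, endoderm and yolk syncytial layer, tailbud and posterior identity, Wnt target genes, retinoic acid target genes, dissociation and stress response, p53 response and apoptosis, and cell cycle. Some genes are members of 2 lists. The lists, tests, thresholds and most of the alternatives were written before the data were examined, but the paper's tables, with their fold changes, had been read by then. The genes named in the text are those that the paper names, up to 12 per stage and direction with the largest change among probe sets that passed and whose groups of arrays did not overlap, or 5 by smallest p where fewer passed, and up to 4 examples per list and direction. Other genes are said to have been chosen after their values were seen. A gene with several probe sets is represented in counts by its brightest.

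The limma fit was tested on simulated data with 200 changed probe sets among 15502. At the 4/5-somite stage, changes of 1, 2, 3 and 4 on the log2 scale were recovered in 4%, 30%, 76% and 88% of cases, with 6 unchanged probe sets called. At the 21-somite stage the shares were 98%, 100%, 100% and 100%, with 22 called. The simulated noise was normal and independent between arrays, and changes were planted only in the brighter probe sets. Real arrays of the 21-somite stage deviated together across genotypes, so these shares may not hold for the real data. Arrays have no read depth. What limits them is signal over background, and 67.6% to 71.1% of probe sets at the 4/5-somite stage and 80.8% to 84.8% at the 21-somite stage had a signal of at least 100. The alternatives were the deposited values with no further normalization, invariant set normalization, pseudocounts of 1 and 64, no variance trend, a test with unequal variances, leaving out each array in turn, and, for GSEA, the other ranking metric, the moderated t, exponent 0, 10000 permutations, a single probe set per gene, expressed probe sets only, shared genes left out, and lists with the missing leading edge genes added. Where 1 wild-type array remained at the 4/5-somite stage, it is assumed to vary like the others. In situ hybridization outcomes were taken from Table 1 and were not measured again. No probe set was matched to wu:fb53f04, which was not analysed here.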

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

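All tests of explanations in this part were chosen after the results were seen, and the gene lists and the test of the stage difference were fixed beforehand.

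The spt effect differed between the stages for 75 probe sets in a limma fit of all 11 arrays (17 to 435 when single arrays were left out). The fit takes 1 spread for both stages, so its p-values may be too small for genes that vary more in the sorted cells. Genes of the presomitic and early paraxial mesoderm had a lower effect at 21 somites (median difference -0.67 on the log2 scale), and neural genes a higher one (0.68). Both lists passed by camera (adjusted p = 4.25e-05 and 0.000132, and 0.0375 each with an estimated correlation). Of the presomitic genes, her1 (64.0), mespaa (65.2) and pcdh8 (80.3) had wild-type signals under 100 at the 4/5-somite stage and so less room to fall there. This may set part of that difference, but the list was not tested without them. The arrays of the stages also differ in tissue and in RNA amplification, so stage, tissue and amplification cannot be told apart, because no array parts them.

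In the spt tail, genes that the paper does not discuss were higher than in wild type, while muscle and blood genes were lower. The pronephros list had a median log2 fold change of 0.37, with 15 of 18 genes higher, and the neural list 0.33, with 20 of 22 higher. The choice among the scalings tried here is argued against as the cause. Under the other scalings the lowest mean of these lists was 0.35 (standard error 0.06 across genes, which are not independent replicates). The median of all probe sets moved by 0.01 at most. All these scalings start from deposited values that the authors had already scaled, so that earlier scaling could not be tested and stays open. A lower share of paraxial mesoderm and muscle could raise the other tissues alike, and the lists of 6 other tissues (neural 0.33, notochord 0.11, epidermis 0.36, endoderm 0.36, endothelial 0.19, pronephros 0.37) did not move apart by more than their spread (permutation of genes between lists, p = 0.183), so that stays open for them, but it is argued against as the cause of the lower blood genes, which it would raise too (mean log2 fold change of 4 red blood cell lists -1.25, standard error 0.25 across genes). It gives no reason for single genes far above these medians, such as atp1a1a.3 (2.66), so a change in the pronephros itself, which was not tested apart, also stays open.

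The retinoic acid set was called by GSEA at both stages, which a single gene may explain at each. The q was 0.558 without rdh1l at the 4/5-somite stage and 0.956 without aldh1a2 at the 21-somite stage, while the red blood cell set kept its call without its own leading gene (NES -1.95 and -2.13), as did the somite set (-2.62). Whether retinoic acid signaling itself is lower could not be decided, since its target genes went both ways (camera with an estimated correlation, adjusted p = 0.647 and 0.678). A loss of the muscle tissue that expresses aldh1a2 was not tested apart from it.

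At 21 somites, wild-type replicate 1 and spt replicate 4 deviated from the means of their genotypes together (correlation across probe sets 0.767), as did, less closely, wild-type replicate 2 with spt replicate 5 (0.483) and wild-type replicate 3 with spt replicate 6 (0.430). Wild-type replicate 2 with spt replicate 6 gave 0.207, and wild-type replicate 3 with spt replicate 5 gave 0.005. Deviations from a genotype mean cancel out within the genotype, so these correlations are not independent of that of the first pair. The methods say that extractions came from 3 separate clutches, and such pairs may share a clutch, day or preparation. No source says which arrays share one, so this cannot be told apart from other causes, and no biological explanation was tested. Without both arrays 50 probe sets passed, 46 of them among the 107, and all 107 kept direction and an unadjusted p under 0.05.

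The 6 arrays of the tail can be split in 10 ways, too few for a share under 0.05. The real genotypes gave 107 probe sets past the adjusted threshold (highest of the other splits 0), 1086 candidates without (1907) and 972 with the filter (1626), 3 gene sets called by GSEA (5), and 16 lists called by camera (12) or 9 with an estimated correlation (0). The 5 arrays of the 4/5-somite stage also give only 10 splits. There the genotypes gave 0 probe sets past the adjusted threshold (highest of the other splits 1), 899 candidates without (1760) and 777 with the filter (1505), 2 gene sets called by GSEA (2) and 4 lists called by camera (4).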

How the results depend on the processing

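Tests of single lists without their leading gene, and results without wild-type replicate 1 and spt replicate 4 of the 21-somite stage together, were chosen after the data were seen. All other settings in this part were chosen beforehand. No paired analysis was possible because the wild-type and spt arrays of a stage share no replicate numbers in their labels. At the 21-somite stage wild-type replicates 1, 2 and 3 deviated from their genotype means together with spt replicates 4, 5 and 6 in that order (correlations across probe sets 0.767, 0.483 and 0.430). Deviations from a mean cancel out within a genotype, so the 3 correlations are not independent. They are at most a hint of shared clutches. Pairs taken from the values would be chosen by what they test, so none were fitted, and the counts, splits and false discovery rates leave any such pairing out. For the results that answer a comparison, 114 of 150 values under other settings at the 4/5-somite stage and 162 of 190 at the 21-somite stage kept direction and side of the threshold, as did 119 of 142 for counts of shared genes, overlaps, lists and the stage difference. For named genes and lists 1119 of 1228 values at the 4/5-somite stage and 1145 of 1286 at the 21-somite stage stayed on their side of the threshold. A named gene counted as called at an unadjusted p under 0.05 from limma at the 4/5-somite stage, where none passed the adjusted threshold, and at an adjusted p under 0.05 at the 21-somite stage, and a list at an adjusted p under 0.05 by camera. No call of a named gene or list became a call in the other direction, but 84 and 136 were no longer called and 25 and 5 were called anew. Genes that were not called could change sign. Of the 9 matched whole-embryo genes, 5 were lower at the 4/5-somite stage, but 7 without spt replicate 5 and 4 without spt replicate 4. Except where a setting itself removes genes or arrays, the cause was not tested.

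The lower red blood cell and somite sets were the most stable. Under all GSEA settings the NES of red blood cell genes ran from -2.42 to -1.85 at the 4/5-somite stage and from -2.57 to -1.86 at the 21-somite stage, and that of somite genes from -5.52 to -2.52, with q under 0.10 throughout. By camera with an estimated correlation the red blood cell set had an adjusted p of 0.0934 at the 4/5-somite stage and 0.395 at the 21-somite stage, neither of which passed 0.05.

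At the 4/5-somite stage the Wnt set (NES 1.37) became a call when ranked by signal-to-noise (1.71, q = 0.0106) or moderated t (1.79, q = 0.00446), with exponent 0 (1.89, q = 0.0205), with leading edge genes added (1.54, q = 0.0655), without spt replicate 3 (1.46, q = 0.0916) and by camera (adjusted p = 0.0476 from limma). It ran from 1.07 without spt replicate 4 to 1.46 when single arrays were left out. The retinoic acid set (NES -1.33) was no longer called with pseudocount 1 (-1.29, q = 0.101), exponent 0 (-1.21, q = 0.443), a single probe set per gene (-1.12, q = 0.268), shared genes out (-1.35, q = 0.109), only expressed probe sets (-1.14, q = 0.366), without rdh1l (-0.94, q = 0.558) or by camera (adjusted p = 0.564, or 0.636 with an estimated correlation, both from limma). Leaving out single arrays gave -1.60 without spt replicate 5 to 0.78 without wild-type replicate 1, and the call was also lost without wild-type replicate 2 (q = 0.114) or spt replicate 3 (q = 0.666). The TGF-β set (1.16) was called by signal-to-noise (1.46, q = 0.0537) and with exponent 0 (1.66, q = 0.0288). The Delta-Notch set (0.86) was lower in spt with exponent 0 (-0.82) and with shared genes out (-0.66), and the FGF set (0.83) by signal-to-noise (-0.63), moderated t (-0.67), exponent 0 (-0.77) and among expressed probe sets (-0.63). Camera also put both lower (adjusted p = 0.959, or 0.956 with an estimated correlation). Without single arrays FGF ran from -0.69 (spt replicate 3) to 1.12 (spt replicate 5).

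At the 21-somite stage the retinoic acid set (-1.38) was no longer called with pseudocount 1 (-1.36, q = 0.111), moderated t (-1.36, q = 0.127), exponent 0 (-1.03, q = 0.657), without the pair of arrays (-1.05, q = 0.444) or by camera (adjusted p = 0.603, or 0.621 with an estimated correlation), and without aldh1a2 it had 0.68 (q = 0.956). Single arrays left out gave -1.54 (wild-type replicate 2) to -1.17 (wild-type replicate 1, no longer a call). The Wnt set had -0.73 with exponent 0. The TGF-β set (-0.97) had 1.51 with exponent 0 and was higher by camera (adjusted p = 0.641, or 0.621 with an estimated correlation), and it ran from -1.05 (without spt replicate 6) to 0.96 (without wild-type replicate 3), with 0.95 without wild-type replicate 2. The Delta-Notch set (-1.25) had 0.98 with a single probe set per gene and 1.29 (q = 0.0981) with shared genes out. The FGF set (1.23) became a call with no further normalization (1.29, q = 0.0938) and by moderated t (1.31, q = 0.0859).

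Counts of probe sets depended most on the test and on single arrays. With limma 0 passed the adjusted threshold at the 4/5-somite stage (1116 at an unadjusted p under 0.05), and 1 passed without a variance trend. At the 21-somite stage 107 passed, against 1 in the test with unequal variances, 50 without the pair of arrays, and 56 (without spt replicate 5) to 101 (without wild-type replicate 1) when single arrays were left out, with 62 and 63 without wild-type replicate 2 and spt replicate 6. The test with unequal variances gave 352 candidates in place of 899 and 317 in place of 777 at the 4/5-somite stage, and 606 in place of 1086 and 546 in place of 972 at the 21-somite stage, without and with the filter. When single arrays were left out, the 4/5-somite counts ran from 745 to 1826 and from 481 to 1321 (lowest without wild-type replicate 1 and highest without spt replicate 4), and the 21-somite counts from 714 to 1498 and from 635 to 1320 (lowest without spt replicate 5 and highest without wild-type replicate 3). Of the lists in Additional file 3 at the 4/5-somite stage, all but 3 and 4 probe sets passed, but only 113 to 168 and 71 to 88 did so without single arrays, the lowest without wild-type replicates 1 and 2 (115 of the former without wild-type replicate 2). Of the whole-embryo genes, 1 was lower at an unadjusted p under 0.05 at the 4/5-somite stage (0 with unequal variances, 1 to 2 without single arrays) and 7 at the 21-somite stage (4 with unequal variances).

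Among the 20 marker lists and the paper's lists together, camera called 4 at the 4/5-somite stage and 16 at the 21-somite stage. With an estimated correlation the numbers were 0 and 9, and 2 (without spt replicate 4) to 5 (without spt replicate 3) at the 4/5-somite stage without single arrays. The 75 probe sets that differed between the stages became 17 (without spt replicate 5 of the 21-somite stage) to 435 (without spt replicate 4 of the 4/5-somite stage), above 75 without any array of the 4/5-somite stage and below it without any of the 21-somite stage. The association of in situ outcome with the array fold (Fisher exact test, p = 0.158) passed with pseudocount 64 (p = 0.0109) and ran from 0.0343 (without wild-type replicate 1) to 0.699 (without spt replicate 3), with 0.0491 without spt replicate 5.

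Signal over background sets a limit in the sorted cells, where 67.6% to 71.1% of probe sets had a signal of at least 100, against 80.8% to 84.8% in the tail. A low wild-type signal leaves less room for a fall, as for her1 at the 4/5-somite stage (64.0).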

Differences from the paper's values

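The paper's GSEA started from raw image data with background correction and quantile normalization, and the values here from the deposited signals, so the inputs were not the same. At the 4/5-somite stage the paper gives q = 0.034 for the Wnt set, which was 0.241 here. None of the 17 alternatives fixed before the data were examined gave a q within 1.5 times of the paper's, but 5 of them called the set, namely signal-to-noise (q = 0.0106), moderated t (0.00446), exponent 0 (0.0205), added leading edge genes (0.0655) and leaving out spt replicate 3 (0.0916), as did camera (adjusted p = 0.0476 from limma). For Delta-Notch the paper's q is 0.455 and the value here 0.958, with 0.422 without spt replicate 3 and 0.525 by moderated t near the paper's and the other alternatives not. For FGF it is 0.349 in the paper and 0.778 here, and no alternative came near it.

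At the 21-somite stage the paper's NES of 1.000 for TGF-β stands against -0.97 here, with 0.95 and 0.96 without wild-type replicate 2 or 3 and other alternatives apart from the paper's. Its NES of 0.889 for Delta-Notch stands against -1.25, where a single probe set per gene (0.98) and shared genes left out (1.29) come near and the others do not. The paper's q for retinoic acid is 0.049 and the value here 0.0995, both calls, and 0.0604 without spt replicate 5, 0.0723 with a single probe set per gene and 0.0697 with shared genes out were near the paper's. For Wnt the paper has q = 0.615 against 0.241 here, with 0.467 without wild-type replicate 1 and 0.812 with exponent 0 as the near ones. For Delta-Notch the paper has q = 0.673 against 0.150, with 0.538 without spt replicate 4, 0.521 with exponent 0 and 0.488 with a single probe set per gene. For FGF the paper has q = 0.793 against 0.134, and of the alternatives fixed beforehand only leaving out wild-type replicate 1 (0.684) came near. Leaving out both wild-type replicate 1 and spt replicate 4, chosen after seeing the values, gave 0.532 and dropped retinoic acid, 1 of the 3 sets that the paper calls at this stage.

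With genes of several sets left out, no alternatives were run. The paper's values at the 4/5-somite stage are q = 0.029 for Wnt (0.585 here), q = 0.069 for retinoic acid (0.109), NES 1.171 and q = 0.455 for Delta-Notch (-0.66 and 0.965), and NES 1.081 and q = 0.350 for FGF (0.68 and 0.945). At the 21-somite stage the paper prints an NES of 2.735 without a minus sign for somites (-2.72 here), q = 1.0 for Wnt (0.235), NES 0.902 and q = 0.641 for TGF-β (-1.04 and 0.386), q = 0.712 for Delta-Notch (0.0981) and q = 0.832 for FGF (0.130). The paper counts 2 genes in several sets at the 4/5-somite stage and 12 at the 21-somite stage, where 9 genes on 12 probe sets and 32 probe sets were found here.

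In the Wnt leading edge the paper has 15 genes on 16 probe sets, against 9 on 9 here. The number of genes came near with no further normalization (10), invariant set normalization (11), pseudocount 64 (11), signal-to-noise (13), moderated t (18), a single probe set per gene (10), shared genes out (13), added genes (11) and without wild-type replicate 1 (14) or 2 (11) or spt replicate 3 (10) or 5 (17), and not under the others. For probe sets the near ones were invariant set normalization (11), pseudocount 64 (11), signal-to-noise (13), moderated t (19), shared genes out (13), added genes (11) and without wild-type replicate 1 (14) or 2 (11) or spt replicate 5 (18).

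At the paper's thresholds for p and fold, whose test the paper does not name, it reports 182 candidates without and 112 with the filter at the 4/5-somite stage, against 899 and 777 here, and 239 and 58 at the 21-somite stage, against 1086 and 972. The filter here leaves out the paper's absent calls. None of 11 and 12 alternatives came within 1.5 times of the paper's counts, and the nearest was the test with unequal variances (352, 317, 606 and 546). For the 21-somite stage the paper gives median false discovery rates of 3.8% and 1.7% from 720 permutations, against 48.2% and 42.9% here from the 9 other splits of the arrays, with no alternative run. The rates here depend on splits that keep wild-type replicate 1 and spt replicate 4 together, which gave 1020 to 1907 candidates without the filter. The other splits gave 17 to 523.

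For genes of the whole-embryo study at the 21-somite stage, the paper's p is 0.07 for msgn1 (0.000438 from limma here), 0.12 for pcdh10b (0.00507 from limma) and 0.7 for efnb2b (0.154 from limma). With unequal variances the first was 0.0590 and the second 0.131, near the paper's, while no alternative was near for efnb2b or any other for the first. At the 4/5-somite stage the paper's p is 0.4 for tbx6 (0.179 from limma) and 0.3 for msgn1 (0.00914 from limma). For tbx6 leaving out wild-type replicate 1 (0.279) or 2 (0.392) or spt replicate 3 (0.356) or 5 (0.381) came near, and for msgn1 only unequal variances (0.335), in values from limma apart from the last.

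Some statements differ too. The paper says that p-values at the 4/5-somite stage do not exceed what chance gives, where 1116 probe sets had an unadjusted p under 0.05 with limma against 775.1 by chance, but 742 in the test with unequal variances. It says that genes of the whole-embryo study were absent from the filtered data, 3 of them at the 21-somite stage and 6 at the 4/5-somite stage, where the filter on signal alone kept 9 of 9 and 5 of 9. It places wnt11 in the Wnt leading edge, where that gene was lower here (-0.27), as were axin2 (-0.65) and dvl2 (-0.33), while the other 12 of the 15 genes were higher. The discussion of the paper places cyp26a1 in the leading edge of the retinoic acid set, while its Additional file 2 gives cyp26b1 at the 4/5-somite stage. The names thus differ within the paper. Here cyp26a1 was outside the leading edge and had 0.62 and 0.36 at the 4/5- and 21-somite stages, while the 4 probe sets of cyp26b1 were lower at both. The paper says that false positives become fewer above 4-fold, where 6 of 15 genes against 5 of 27 did not pass (Fisher exact test, p = 0.158), or 6 of 12 against 5 of 30 with the folds of Table 1 (exact p = 0.0491).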

Other observations

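In the spt tail 3 of 7 heme synthesis genes fell, in a list whose camera call was lost with an estimated correlation (adjusted p = 0.0611). They were urod, cpox and alas2 (log2 fold changes -1.75, -1.45 and -1.20, with standard errors of 0.26, 0.18 and 0.17, adjusted p = 0.0185, 0.00641 and 0.0171). Lower as well were sptb and epb41b of the red cell membrane skeleton (-1.40 and -1.12) and the erythroid transcription factor klf17 (-1.44). All 3 spt arrays lay below all 3 wild-type arrays for each of them, where by chance 10% of probe sets do not overlap, counting both directions. Among genes that rose were the epithelial claudins cldn3c and cldn3d, from 517 ± 174 to 1523 ± 211 (SD, n = 3 each) and from 435 ± 119 to 1267 ± 213, together with ndrg1a (1.67 (standard error 0.19)), prr15la (1.73 (standard error 0.18)) and oc90, a protein of the inner ear, from 337 to 852. All of these passed the adjusted threshold with limma.

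Other lists at the 21-somite stage went as follows, with adjusted p by camera. Epidermal genes were higher (median 0.36, adjusted p = 1.98e-09), and so were pronephric and neural genes (3.29e-10 each). With an estimated correlation the pronephric (0.0437) and neural lists (0.0262) were still called but the epidermal list was not (0.144). The glial gene gfap, chosen after its values were seen, had a signal of 281 in wild type and 581 in spt. Notochord genes were higher in 10 of 13 cases (median 0.11, adjusted p = 0.0192), tailbud genes in 18 of 25 (0.11, 0.0137) and endoderm genes in 12 of 18 (0.36, 0.0192), and none of these calls held with an estimated correlation (0.144, 0.144 and 0.286). When single arrays were left out, the notochord call was lost without wild-type replicate 3 (0.327) or spt replicate 5 (0.0770), the tailbud call without wild-type replicate 2 (0.0550) or 3 (0.139), and the endoderm call without wild-type replicate 1 (0.168). Against its list the apolipoprotein gene apoc1 fell (-0.77 (standard error 0.08), adjusted p = 0.00307 over all probe sets). Of the p53 response genes 9 of 10 were lower (median -0.14, adjusted p = 0.0461), a call lost at 0.144 with an estimated correlation and at 0.0574 to 0.168 when any array was left out. Not called were myeloid genes, 9 of 12 lower (-0.04, 0.477), endothelial genes, 5 of 9 higher (0.19, 0.330), stress genes, 13 of 20 higher (0.08, 0.330), and cell cycle genes, 16 of 21 higher (0.06, 0.0610). In the endothelial list kdrl, a receptor for a vascular growth factor, rose when adjusted over the list alone, from 346 to 578, and was chosen after its values were seen.

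In the sorted cells at the 4/5-somite stage, heme synthesis genes were lower in 6 of 7 cases (adjusted p = 0.0955 by camera) and erythroid membrane genes in 4 of 6 (0.131), where mpp1, a membrane protein of red cells, fell when adjusted over the list alone (-1.67 (standard error 0.34)). Also not called were myeloid genes, 8 of 12 lower (median -0.11, 0.244), myogenic genes, 6 of 12 lower (0.00, 0.861), notochord genes, 10 of 13 lower (-0.11, 0.565), epidermal genes, 9 of 17 lower (-0.03, 0.588), endoderm genes, 11 of 18 lower (-0.05, 0.386), and cell cycle genes, 11 of 21 higher (0.03, 0.588). Fry, which does not set a list against other genes, called the globins (0.000473), heme synthesis (0.00172), blood transcription factors (0.019) and myeloid genes (0.019) lower at this stage.

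For the difference between the stages, further lists passed by camera with the preset correlation but not with an estimated one. They were muscle contraction (median difference -0.59, adjusted p = 1.73e-07 and 0.0821), myogenic regulation (-0.82, 2.85e-05 and 0.0821), erythroid membrane (-0.40, 0.0459 and 0.172), blood transcription factors (0.53, 0.0149 and 0.323) and endoderm (0.62, 0.0286 and 0.360). Among single genes, egr2a had a positive difference (3.09), with a log2 fold change of -3.24 in the sorted cells and -0.14 in the tail. The differences of slc4a1a (-3.22) and cahz (-1.98) were negative. Their log2 fold changes were 0.48 and -0.25 in the sorted cells and -2.74 and -2.23 in the tail. Stage, tissue and amplification differ together here, and their parts were not separated.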
